# Potential Therapeutic Effects of Long-Term Stem Cell Administration: Impact on the Gene Profile and Kidney Function of PKD/Mhm (Cy/+) Rats

**DOI:** 10.3390/jcm11092601

**Published:** 2022-05-05

**Authors:** Daniela Nardozi, Stefania Palumbo, Arif ul Maula Khan, Carsten Sticht, Karen Bieback, Samar Sadeghi, Mark Andreas Kluth, Michael Keese, Norbert Gretz

**Keywords:** cystic kidney disease (CKD), adipose-derived stromal cell (ASC), ABCB5, conditioned media, gene expression profile

## Abstract

Cystic kidney disease (CKD) is a heterogeneous group of genetic disorders and one of the most common causes of end-stage renal disease. Here, we investigate the potential effects of long-term human stem cell treatment on kidney function and the gene expression profile of PKD/Mhm (Cy/+) rats. Human adipose-derived stromal cells (ASC) and human skin-derived ABCB5^+^ stromal cells (2 × 10^6^) were infused intravenously or intraperitoneally monthly, over 6 months. Additionally, ASC and ABCB5^+^-derived conditioned media were administrated intraperitoneally. The gene expression profile results showed a significant reprogramming of metabolism-related pathways along with downregulation of the cAMP, NF-kB and apoptosis pathways. During the experimental period, we measured the principal renal parameters as well as renal function using an innovative non-invasive transcutaneous device. All together, these analyses show a moderate amelioration of renal function in the ABCB5^+^ and ASC-treated groups. Additionally, ABCB5^+^ and ASC-derived conditioned media treatments lead to milder but still promising improvements. Even though further analyses have to be performed, the preliminary results obtained in this study can lay the foundations for a novel therapeutic approach with the application of cell-based therapy in CKD.

## 1. Introduction

Cystic kidney disease (CKD) is a wide group of chronic disorders characterized by the presence of multiple cysts in the kidney and the fourth common cause of end-stage renal disease (ESRD). A genetic mutation is usually the trigger of cyst formation. Autosomal dominant (AD) polycystic kidney disease (PKD), autosomal recessive (AR) PKD and nephronophthisis (NPHP) are the most relevant forms of genetic CKD [1]. ADPKD is a monogenic disorder, with a penetrance of 100% and an incidence of 1:1000 individuals, caused by the mutation of two different genes located on the primary cilia genes of renal tubules: polycystin 1 (PKD1) and polycystin 2 (PKD2) [2,3,4,5]. Several studies investigated the role of these genes, underlining their involvement in kidney development and function [6,7,8,9]. NPHP is a genetically heterogeneous group of CKD, with an autosomal recessive inheritance. There are at least 20 NPHP gene mutations responsible for triggering the disease [10,11,12]. Often, early stages of the disease are asymptomatic; for this reason, the diagnosis is made only when the disease is at a chronic stage or ESRD [13,14]. Nowadays, only a few pharmacological therapies are available for CKD patients, and too often, end-stage patients undergo dialysis and renal transplantation [15,16].

In the early 90s, Gretz et al. characterized an animal model for PKD. A spontaneous mutation resulting in PKD was detected in a Sprague Dawley (SD) colony [17,18,19,20]. In 1997, Bihoreau et al. identified the locus, named *Pkdr1*, of the gene controlling the pathology in this animal model [21]. A few years later, a correlation between a missense mutation on the gene encoding for the SamCystin and the development of cystic disease in the PKD/Mhm rats was found [22]. SamCystin (known as Ank6) is strongly expressed in the kidney tissue and presents multiple ankyrin (ANK) repeats and a sterile α motif (SAM) domain [22,23]. 

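Anks6, the gene of SamCystin, is listed by its Entrez identifier 362515 in the kidney RNA sequencing data of the 22 male PKD/Mhm (Cy/+) rats analysed here, which carry the missense mutation of this gene. Its level ranged from 50.6 to 99.1 CPM, the count of a gene scaled to the total count of the rat, across the 22 rats, and its mean lay at the 70.4th percentile of the 12867 genes tested. It was 63.6 ± 7.89 CPM (SD, n = 6) in untreated rats, 62.8 ± 9.58 CPM (SD, n = 6) after ASC i.p., 65.7 ± 17.0 CPM (SD, n = 6) after ASC i.v. and 72.6 ± 13.0 CPM (SD, n = 4) after ASC-derived CM. None of these differences from untreated rats passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. The adjusted p-values were 0.976, 0.9 and 0.837. In i.v. ASC rat 3 the gene stood apart at 6.63 on the log2 CPM scale, against 5.75 to 6.03 in the other rats of that group.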

Further studies indicated a correlation between the mutation of Anks6 and the development of NPHP16 [24,25].

The use of mesenchymal stromal cell (MSC)-based therapy is widely used in the treatment of numerous kidney diseases, either acute or chronic due to their anti-inflammatory and antiapoptotic properties, and to their capability to modulate the immune response [26]. Studies have shown how multiple injections of MSC may be a valid therapeutic treatment for acute kidney injury. They demonstrated how repeated human umbilical cord blood mononuclear cell (hUCBMNC) injections could relieve symptoms in rats with acute kidney injuries, reducing apoptosis, oxidative stress and inflammation [27,28].

For the first time, we tested the potential therapeutic effects of two different types of human stem cells and their derived conditioned media on gene expression profiles in the PKD/Mhm (Cy/+) model.

## 2. Materials and Methods

### 2.1. Animal Protocols

Animal experiments were conducted according to the German Animal Protection Law and approved by the local authority (Regierungspräsidium Nordbaden, Karlsruhe Germany in agreement with EU directive 2010/63/EU). We distinguished the heterozygous (Cy/+) animals from non-cystic animals by abdominal palpation. A total of 42 male rats were enrolled and randomly assigned to the base of the received treatment on day 1: 6 rats in the control group and 6 rats in each treatment group (ABCB5^+^-derived CoCM^+^; intraperitoneal (i.p.) ABCB5^+^; intravenous (i.v.) ABCB5^+^; ASC-derived CM; i.p. ASC; i.v. ASC) at the age of 8 weeks. The PKD/Mhm (Cy/+) rats were treated monthly, up to the age of 8 months, with i.p. or i.v. injection of stem cells (2 × 10^6^ cells) or conditioned media injected i.v. (500 μL). GFR measurement and the renal function parameters (plasma and urine samples) were performed every month before every stem cell injection to assess the kidney function.

### 2.2. Characterization of ABCB5^+^ and ASC Cells

The ASC cells were provided by the Institute of Transfusion Medicine of Mannheim. The cells were obtained by lipoaspirates from healthy donors undergoing liposuction, according to Mannheim Ethics Commission II (vote numbers 2010-262 N-MA, 2009-210 N-MA, 49/05 and 48/05) [29,30,31,32]. On the injection day, expanded ASC were trypsinized and suspended in fresh DMEM/10% human serum (blood-type AB) medium at a concentration of 1 × 10^7^ cells/mL, while CM was obtained by collecting the supernatant.

Skin-derived ABCB5^+^ cells were provided by TICEBA GmbH. Skin samples (≥10 cm^2^) were obtained in accordance with the German Medicines Act (“Arzneimittelgesetz”) and the German Act on Organ and Tissue Donation, Removal and Transplantation (“Transplantationsgesetz”) as discard tissues from plastic surgeries (abdominoplasties and mastopexies) from donors aged ≤ 50 years who had given written informed donor consent. The tissues from donors who tested serologically positive for HIV1/2, HBV, HCV, HTLV1/2 or syphilis were discarded. The manufacturing process to isolate ABCB5^+^ cells is fully validated and GMP-certified [33,34]. The supernatant of a co-culture of ABCB5^+^ cells and THP-1-derived macrophages stimulated with IFN-γ and LPS was collected to obtain the ABCB5^+^-derived CoCM^+^ [35].

### 2.3. Tissue Analysis

At the age of 8 months, the animals were deeply anesthetized (Xylazine 5 mg/Kg BW and Ketamine 100 mg/Kg BW) and underwent perfusion (0.9% saline heparin 5 IU/mL pH = 7.0 for 3 min at 280 mbar, 4% PFA for 3 min at 230 mbar). In order to perform the mRNA extraction, the left kidney was collected and snap-frozen in liquid nitrogen prior to perfusion. The right kidney was collected after perfusion and processed for further histological analyses.

#### 2.3.1. RNA Isolation and Sequencing

Total RNA was extracted from whole kidney tissue using the RNeasy mini Kit (QIAGEN) following the manufacturer’s instructions. The Agilent 2100 Bioanalyzer (Agilent (Waldbronn)) was used to determine the RNA purity and integrity. RNA sequencing was performed by BGI Tech Solutions Co. (Hong Kong) using the BGISEQ-500 method. RNA sequencing data were analysed with R Bioconductor software. ENTREZ-based software package TxDb.Hsapiens.UCSC.hg19.knownGene was used, and differential gene expression analysis was performed using a DESeq2 package. A level of significance of α = 0.05 with FDR correction was chosen. A gene set enrichment analysis (GSEA) was performed using KEGG (Kyoto Encyclopaedia of Genes and Genomes) database (GSE161093).

#### 2.3.2. Histology

The kidney tissues were fixed for 24 h in 4% PFA, embedded in paraffin, cut, and stained using haematoxylin and eosin (H&E). The kidney sections were imaged with the slide scanner Axio Scan.Z1 (Zeiss) with a 20× objective. Cyst number and percentage of tissue covered by them were selected and quantified on the whole kidney section using ImageJ (Fiji) software.

#### 2.3.3. Proliferation and Apoptosis Assay

Ki67 immunofluorescence (IF) combined with a Tunel reaction was performed. Briefly, 3 μm kidney sections were pretreated with a citrate buffer, pH 6.0 (20 min, 100 °C), and then incubated in the dark with the Tunel mix (In Situ Cell Death Detection Kit—Fluorescein, ROCHE) for 1h at room temperature (RT). Afterwards, the sections were incubated overnight at 4 °C with the primary rabbit anti-Ki67 antibody (ab15580, Abcam) followed by secondary antibody Alexa Fluor^®^ 647 donkey anti-rabbit (ab150075, Abcam) for 45 min at RT. The samples were counterstained with 4’,6-diamidino-2-phenylindole dihydrochloride (DAPI) for nucleus identification. The slides were imaged with the slide scanner Axio Scan.Z1 (Zeiss) (20× magnification). The whole renal tissue of each scan was evaluated using ImageJ software.

### 2.4. Kidney Function

#### 2.4.1. Biochemistry Analyses

Blood was collected via retro-bulbar vein plexus (orbital sinus) under anaesthesia (5% isoflurane at 3 min/L airflow) in lithium-heparinized tubes using capillaries for blood collection. After centrifugation, plasma was collected in 1.5 mL vials and stored at −20 °C until analysis. The animals were placed into metabolic cages for 16 h in order to collect urine. Afterwards, the urine samples were weighed and centrifuged to remove the precipitate. The urine aliquots were then placed in 2 mL tubes and stored at −20 °C until analysed.

#### 2.4.2. Transcutaneous GFR Measurement

A GFR measurement is considered one of the best indicators of renal function [36]. Therefore, we monitored renal function by evaluating the ABZWCY-HβCD half-life (t1/2) dye. The measurement was performed using a miniaturized transdermal device (MediBeacon GmbH, Mannheim, Germany), which recorded the emitted fluorescence of the ABZWCY-HβCD dye. The procedure was performed as described previously, and the GFRMeasure program (https://github.com/AngeloTorelli/GFRmeasure) was used to calculate the half-life [37,38]. This analysis represents a precise and non-invasive method for measuring kidney function.

### 2.5. Statistical Analysis

The data are presented as mean ± standard deviation (Std Dev). ANOVA and Tukey–Kramer post hoc tests were used to assess the effect of stem cells or conditioned media therapy (JMP^®^ Genomics 7 software). Statistical significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Treatment Effects on Gene Expression

A total of 300 pathways were identified by GSEA. 

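The kidney RNA sequencing data analysed here came from 22 male PKD/Mhm (Cy/+) rats, a strain with polycystic kidneys. Of these, 6 were untreated, 6 received ASC (human adipose-derived stromal cells) i.p., 6 received ASC i.v. and 4 received ASC-derived CM, the medium conditioned by these cells. The paper gives 6 rats per group, 42 rats in 7 groups. The ABCB5+ groups and the other ASC-derived CM rats were not analysed here. Treatment was given monthly from an age of 8 weeks to 8 months, with 2000000 cells or 500 µL of medium per injection. The sample labels give 6 months of treatment and no route for the medium. For the medium the paper's methods give the i.v. route. The paper's abstract and the description deposited with the whole series give the i.p. route. Total RNA of the left kidney, snap-frozen before perfusion, was sequenced on the BGISEQ-500 platform. The authors deposited an estimated read count and a TPM value, which scales the count by transcript length and total, for each of 17334 genes of each rat, listed by rat Entrez identifiers. The paper's text does not name the aligner, the counting program or a rat genome build behind these values. It names DESeq2 and a human transcript package, whose name holds a human genome build. The counts were not whole numbers in 14.1% of the values and were rounded. The total count per rat had a median of 12932207 in untreated rats (range 12454983 to 14552261) and 12915592 after ASC i.p. (12444227 to 13959331). It was 12715532 after ASC i.v. (12195682 to 14734772) and 12954116 after ASC-derived CM (12291823 to 13913888). The 10 most abundant genes took between 4.93% and 6.05% of the counts of a rat. Gene symbols came from the RefSeq gene table of another rat assembly, which matched 17179 of the identifiers and was used for names only. Differential expression was tested on the counts with edgeR (TMM normalization, quasi-likelihood test, all 4 groups in one fit) over the 12867 genes left by its filter on low counts. GSEA was run on these genes, ranked by the signed square root of the test statistic, with 10000 permutations of genes. Because no KEGG table was used here, 31 gene sets were written from general knowledge of the pathways before the data were examined, so their members need not be those of the KEGG pathways. In a set, 29 to 265 genes were tested. The p-values were adjusted by Benjamini-Hochberg over the 31 sets, with 0.05 as the threshold. Permuting genes takes genes, not rats, as the units, and co-regulated genes of a set then count as separate evidence. The mean log2 CPM of each set per rat was therefore also compared by a two-sided exact permutation test of the rats. The smallest p this test can give is 0.0022 for 6 rats against 6 and 0.0095 for 4 against 6. After adjustment over the 31 sets a lone set at this smallest p would not pass, so a set can pass only together with others. The numbers can change with the size factors, the filter, the ranking statistic and the weight of the running sum. They can also change with the mix of cell types in the kidney tissue of each rat.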

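At an adjusted p-value below 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of the 12867 genes in each of the 3 comparisons with untreated rats. The smallest adjusted p-value of this test was 0.771 for i.p. ASC, 0.142 for i.v. ASC and 0.194 for ASC-derived CM. DESeq2, which the paper names, was run as an alternative and called 0 genes after ASC i.p., 28 after ASC i.v. (24 higher and 4 lower than in untreated rats) and 4 after ASC-derived CM. Its smallest adjusted p-value was that of Upk1b after ASC i.v., a gene of the urothelium named after its values were seen (log2 fold change 4.14, adjusted p = 2.55e-06 from DESeq2). It is 1 of 7 urothelial genes whose mean was above that of all 16 rats outside the group in 4 of the 6 i.v. ASC rats. By edgeR's quasi-likelihood test, without adjustment, 500 genes had a p-value below 0.05 after ASC i.p., 1133 after ASC i.v. and 849 after ASC-derived CM. Evenly spread p-values would give 643. Over 100 groupings of the same rats, the real one included, the medians were 315, 396 and 267.5 genes. As many genes as in the real grouping came from 35, 8 and 13 of the 100. Of the 31 gene sets, 17 passed the threshold after ASC i.p., 10 of them higher and 7 lower than in untreated rats. After ASC i.v. 20 sets passed, 12 higher and 8 lower, and after ASC-derived CM 13 passed, 10 higher and 3 lower. When rats in place of genes were permuted, 0 of the 31 set means passed in any of the 3 comparisons, a threshold that a lone set cannot reach. Unadjusted, the smallest exact permutation p-values were 0.0649 after ASC i.p., 0.0411 after ASC i.v. and 0.0524 after ASC-derived CM. Of the unadjusted values, 1 was below 0.05 (calcium signalling, i.v. ASC). Of the alternatives tried, adding 1 surrogate variable to the fit changed the sign of the normalized enrichment score (NES) in the most sets, with 12 of the 31 after ASC i.p., 20 after ASC i.v. and 21 after ASC-derived CM.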

More than 100 pathways were found to be significantly differentially expressed pathways (FDR < 0.05) in almost all of the treated groups (Table 1).

The administration of ASC and ABCB5^+^ cells and their derived conditioned media showed an upregulation of the principal metabolism-related pathways, indicating a shift in the metabolism pathways from glycolysis to gluconeogenesis. 

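The gene set of glycolysis and gluconeogenesis, which the 2 directions of the pathway share, was higher than in untreated rats in the 3 groups. Its NES was 2.53 after ASC i.p. (adjusted p = 0.00052 from GSEA with gene permutations), 1.74 after ASC i.v. (adjusted p = 0.00569) and 1.57 after ASC-derived CM (adjusted p = 0.0376). The last of these lost its place under the threshold when only genes with at least 10 counts in every rat were kept, with an NES of 1.51. By camera it had an adjusted p-value of 0.141 there, and it ranged from -1.14 to 1.77 when each rat was left out in turn. After ASC i.v. the set kept its sign and lost the threshold under 2 alternatives that keep all rats. It also did so in 1 of the 12 fits that left out a rat. Once 1 surrogate variable was in the fit, the NES was 1.38, -0.75 and -0.98 in the 3 groups, past the threshold in none. The exact permutation p-values of the set mean, permuting rats, were 0.247, 0.108 and 0.1. Of the 48 genes tested, 34, 36 and 28 were higher than in untreated rats. Of the enzymes specific to gluconeogenesis given here, none passed edgeR's quasi-likelihood test adjusted over all genes. Pck1 (Entrez 362282) was 327 ± 183 CPM (SD, n = 6) in untreated rats, 394 ± 265 CPM (SD, n = 6) after ASC i.p., 356 ± 178 CPM (SD, n = 6) after ASC i.v. and 487 ± 263 CPM (SD, n = 4) after ASC-derived CM. Fbp1 (Entrez 24362) was 188 ± 61.2 CPM (SD, n = 6) in untreated rats, 323 ± 229 CPM and 301 ± 181 CPM (SD, n = 6 each) after ASC i.p. and i.v., and 359 ± 151 CPM (SD, n = 4) after ASC-derived CM. The largest log2 fold change of Fbp1 was 0.93 (standard error 0.47, adjusted p = 0.71 from edgeR's quasi-likelihood test), after ASC-derived CM. For G6pc1 (Entrez 25634) the log2 fold changes were -0.03, -0.33 and 0.18 after ASC i.p., ASC i.v. and ASC-derived CM, with standard errors of 0.34 to 0.38. Among enzymes of glycolysis, the log2 fold changes of Hk2 (Entrez 25059) were -0.09, 0.11 and -0.009, and those of Pkm (Entrez 25630) were 0.01, 0.12 and -0.08, in the same order. Ldha (Entrez 24533), which converts pyruvate to lactate, was 483 ± 36.6 CPM (SD, n = 6) in untreated rats and 560 ± 48.0 CPM (SD, n = 6) after ASC i.v., a log2 fold change of 0.21 (standard error 0.07, adjusted p = 0.523 from the quasi-likelihood test). The paper reads the upregulation of the principal metabolism-related pathways as a sign of a shift from glycolysis to gluconeogenesis.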

In fact, upregulation of the citrate cycle and oxidative phosphorylation was noted in all the treated groups. 

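The oxidative phosphorylation set had an NES of 3.57 after ASC i.p. (adjusted p = 0.00052 from GSEA with gene permutations) and 3.38 after ASC i.v. (adjusted p = 0.000743), with jackknife standard errors over rats of 0.52 and 0.29. Of its 91 genes, 89 and 88 were higher than in untreated rats, and 1 and 6 had an unadjusted p-value below 0.05. After ASC-derived CM the NES was 1.71 (adjusted p = 0.00198), with 76 of 91 genes higher. That score ranged from -2.24 to 2.54 when each of the 10 rats was left out in turn. With 1 surrogate variable in the fit it was -2.45, past the threshold as lower. The mean log2 CPM of the set was 7.51 ± 0.16 (SD, n = 6) in untreated rats, 7.69 ± 0.18 (SD, n = 6) after ASC i.p., 7.70 ± 0.18 (SD, n = 6) after ASC i.v. and 7.57 ± 0.29 (SD, n = 4) after ASC-derived CM. Permuting rats, the differences from untreated rats of 0.18, 0.18 and 0.05 had exact permutation p-values of 0.0952, 0.0931 and 0.738, and 0.509, 0.32 and 0.938 after Benjamini-Hochberg adjustment over the 31 sets. The citrate cycle set, with 29 genes, had an NES of 2.47 after ASC i.p. (adjusted p = 0.00052), 1.57 after ASC i.v. (adjusted p = 0.0343) and 1.63 after ASC-derived CM (adjusted p = 0.0376), from the same GSEA. With 1 surrogate variable the scores of this set were 1.00, -2.05 and -1.66, the last 2 past the threshold as lower. Its mean log2 CPM was 7.76 ± 0.12 (SD, n = 6) in untreated rats and 7.90 ± 0.28 (SD, n = 6), 7.85 ± 0.21 (SD, n = 6) and 7.88 ± 0.24 (SD, n = 4) in the 3 treated groups, with exact permutation p-values of 0.299, 0.422 and 0.386.

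**Figure D1:**
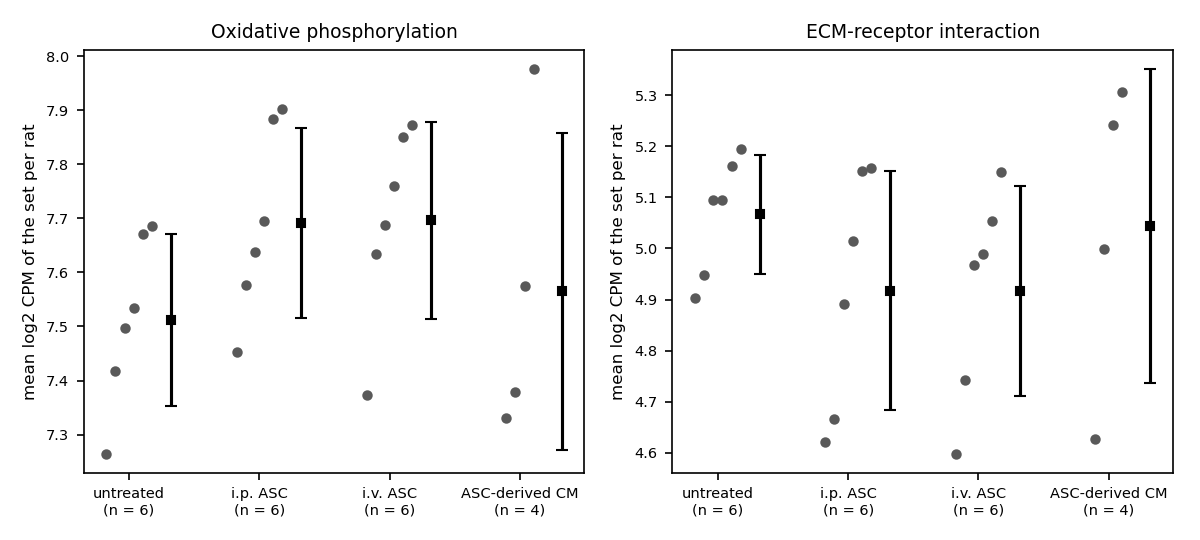
Mean log2 CPM of the genes of the oxidative phosphorylation set (left) and of the ECM-receptor interaction set (right) in each rat, by group; the axes do not start at 0. Each circle is a rat, and the square with its bar is the mean ± SD of the group; the oxidative phosphorylation values of untreated rats, 7.26 to 7.68, overlap those of i.p. ASC rats, 7.45 to 7.90, and i.v. ASC rats, 7.37 to 7.87.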

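The ECM-receptor interaction set, in which 58 genes were tested, was lower than in untreated rats after ASC i.p., with an NES of -2.095 (adjusted p = 0.00052 from GSEA with gene permutations), and after ASC i.v., with an NES of -1.93 (adjusted p = 0.000743). After ASC-derived CM its NES was -1.295 and did not pass the threshold (adjusted p = 0.187). Of the 58 genes, 45, 39 and 29 were lower than in untreated rats. The mean log2 CPM of the set was 5.07 ± 0.12 (SD, n = 6) in untreated rats, 4.92 ± 0.23 and 4.92 ± 0.21 (SD, n = 6 each) after ASC i.p. and i.v., and 5.04 ± 0.31 (SD, n = 4) after ASC-derived CM. The exact permutation p-values of these differences were 0.203, 0.162 and 0.886. Genes of this set had long transcripts, and once the trend of the ranking statistic on transcript length was removed, a setting chosen after the data were seen, the NES was -1.24, -0.87 and -1.18 and passed in none of the 3 groups. With 1 surrogate variable the NES was -0.89 after ASC i.p., 1.47 after ASC i.v. and 1.78 after ASC-derived CM, the last of them past the threshold as higher. When edgeR's p-values were adjusted over the members of the set alone, 2 genes passed after ASC i.v. and 0 in the other 2 groups. These were Sdc1, at 89.6 ± 47.9 CPM against 42.2 ± 8.81 CPM in untreated rats (SD, n = 6 each), and Lama1, at 21.7 ± 4.25 CPM against 31.8 ± 4.00 CPM (SD, n = 6 each), both named after their values were seen. Each had an adjusted p-value of 0.0132 over the set from edgeR's quasi-likelihood test, and over all genes they had 0.259 and 0.329. DESeq2 called both over all genes, with adjusted p-values of 0.00959 and 0.0442. They were among the 28 genes it called after ASC i.v., of which 8 were on the lists of urothelial genes. Whether Sdc1 or Lama1 followed those 8 over the rats was not tested. The TGF-beta signalling set had an NES of -1.61 after ASC i.p. (adjusted p = 0.0122 from the same GSEA), -1.58 after ASC i.v. (adjusted p = 0.0143) and -1.16 after ASC-derived CM (adjusted p = 0.323). It passed in none of the 3 groups with 1 surrogate variable, at -1.355, -1.15 and 1.01, and the exact permutation p-values of its mean were 0.0649, 0.0628 and 0.733. Of the 6 sets for ECM-receptor interaction and TGF-beta, Wnt, JAK-STAT, cAMP and calcium signalling, 4 passed as lower after ASC i.p., 4 after ASC i.v. and 1 after ASC-derived CM.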

Downregulation of the signal transduction pathways as ECM–receptor interactions and as TGF-beta WNT, JAK/STAT, cAMP and calcium signalling pathways was detected. Our results showed a downregulation of apoptosis, cellular senescence and focal adhesion pathways and in the pathways related to the immune system. 

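The focal adhesion set was lower than in untreated rats in the 3 groups, with an NES of -1.98 after ASC i.p. (adjusted p = 0.00052 from GSEA with gene permutations), -2.02 after ASC i.v. (adjusted p = 0.000743) and -1.66 after ASC-derived CM (adjusted p = 0.00181). Of its 165 genes, 127, 117 and 98 were lower. After ASC-derived CM the score ranged from -1.97 to 1.06 when each rat was left out in turn, and camera gave an adjusted p-value of 0.141. In a fit with 1 surrogate variable the score was 1.03, 1.27 and 1.53 in the 3 groups, and the last of these passed as higher. Permuting rats, the exact permutation p-values of the set mean were 0.197, 0.119 and 0.643. The apoptosis set, with 127 genes, had an NES of -0.94 after ASC i.p. (adjusted p = 0.664), -1.28 after ASC i.v. (adjusted p = 0.0982) and -1.43 after ASC-derived CM (adjusted p = 0.0376). The last of these passed with RLE size factors and over genes with at least 10 counts in every rat, and did not pass under 8 other alternatives, for example at -1.35 when genes were ranked by DESeq2's Wald statistic. In the fit with 1 surrogate variable the scores of apoptosis were 1.53, 1.196 and 0.97, the first past the threshold as higher. Cellular senescence did not pass in any of the 3 groups, with an NES of -1.31, -1.20 and -0.95 in the same order. With an unweighted running sum it passed after ASC i.p. and i.v., with an NES of -1.86 and -1.703, and with 1 surrogate variable its NES was -0.75, 0.71 and 0.92. The immune system was represented by 8 sets, with leukocyte surface markers and complement and coagulation among them. After ASC i.p. none of the 8 passed, with NES from -1.38 to 1.23. After ASC i.v. 1 passed as lower (TNF signalling) and 1 as higher (complement and coagulation, NES 1.51, adjusted p = 0.0315). After ASC-derived CM 1 passed, as higher (leukocyte surface markers), and the NES of the 8 sets ranged from -1.11 to 2.12. The numbers depended on the setting, since with 1 surrogate variable 7, 7 and 8 of the 8 passed as higher and 0 as lower, and unweighted 2, 1 and 2 passed as higher and 4, 5 and 1 as lower. By camera the complement and coagulation set after ASC i.v. had an adjusted p-value of 0.331. In the complement and coagulation set 1 gene passed edgeR's quasi-likelihood test adjusted over the set alone, after ASC-derived CM. It was Serping1, named after its values were seen, with a log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.0211 over the set and 0.564 over all genes).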

On the other hand, the PPAR signalling pathway was upregulated in all of the animals after the treatments (Figure 1 and Figure 2).

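The PPAR signalling set, in which 53 genes were tested, had an NES of 2.13 after ASC i.p. (adjusted p = 0.00052 from GSEA with gene permutations), 1.80 after ASC i.v. (adjusted p = 0.00436) and 1.89 after ASC-derived CM (adjusted p = 0.00336). The jackknife standard errors of these scores over rats were 0.48, 0.48 and 0.92. Of the 53 genes, 34, 35 and 33 were higher than in untreated rats, so 18 to 20 were lower in each group. With 1 surrogate variable in the fit the NES was 1.21, -0.70 and -0.71, past the threshold in none of the 3 groups. The mean log2 CPM of the set was 5.52 ± 0.12 (SD, n = 6) in untreated rats, 5.69 ± 0.25 and 5.69 ± 0.24 (SD, n = 6 each) after ASC i.p. and i.v., and 5.70 ± 0.15 (SD, n = 4) after ASC-derived CM. The exact permutation p-values were 0.182, 0.156 and 0.0762, so the differences of 0.17, 0.17 and 0.18 were not separated from the spread between rats. When edgeR's p-values were adjusted over the members of the set alone, 1 gene passed, after ASC i.v. It was Pparg (Entrez 25664), named after its values were seen, at 6.44 ± 5.41 CPM (SD, n = 6) against 1.69 ± 0.35 CPM (SD, n = 6) in untreated rats. Its log2 fold change was 1.92 (standard error 0.41, adjusted p = 0.00767 over the set and 0.169 over all genes from edgeR's quasi-likelihood test). DESeq2 called Pparg over all genes, with a log2 fold change of 1.94 and an adjusted p-value of 0.00351. Pparg was among the 28 genes that DESeq2 called after ASC i.v., of which 8 were on the lists of urothelial genes. Whether Pparg followed those 8 over the rats was not tested, so the tissue behind its change is open.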

### 3.2. Treatment Effects on Histology

Despite no change in the kidney weight being noticed among the different groups (data not shown), H&E staining showed a decrease in cyst numbers in all of the treated groups, with the exception of intraperitoneal (i.p.) ASC and or intravenous (i.v.) ASC groups. In particular, cyst number was decreased by 1.6-fold and 3.9-fold in the ASC-derived CM and i.p. ABCB5^+^ groups, respectively (Figure 3 and Figure 4A), and the percentage of renal tissue covered by cyst was proportionally reduced in the same treated animals (Figure 4B).

Our results outlined a significant reduction in apoptotic positive cells in the kidney section in almost all treated groups except the ASC-derived CM and i.p. ASC groups (Figure 4C) and a significant reduction in proliferative positive cells, with the exception of the i.p. ASC group (Figure 4D).

### 3.3. Treatment Effects on Glomerular Function

To monitor the effect of the treatments and the health of the animals, we performed monthly plasma and urine biochemistry analyses and a transcutaneous GFR measurement.

#### 3.3.1. Plasma Biochemistry

In the evaluation of the renal function, plasma creatinine and urea are considered standard biomarkers. Our results showed a reduction in creatinine levels by 1.2-fold in the ABCB5^+^-derived CoCM^+^, i.p. ABCB5^+^, i.v. ABCB5^+^ and i.p. ASC groups at day 53 when compared with the untreated groups (Table S1), while on day, 167 we noted a slight decrease only in the i.p. ABCB5^+^ and i.p. ASC groups (Figure 5A). A slight reduction in urea levels was registered in the ABCB5^+^-derived CoCM^+^, i.p. ABCB5^+^ and i.v. ABCB5^+^ groups when compared with the untreated group (Table S1). The urea levels in the i.p. ABCB5^+^ and i.v. ABCB5^+^ groups remained lower until the end of the experiments (day 167). Conversely, conflicting results were observed in the ASC-derived CM, i.p. ASC and i.v. ASC groups, where these levels increased (Figure 5B). A decline in cholesterol levels was detected at day 109 in all the treated groups when compared with the untreated groups, notably a significant reduction in the i.p. ABCB5^+^ and i.v. ABCB5^+^ groups (*p* < 0.05) (Table S1). On day 167, the cholesterol levels of the treated groups were reduced in comparison with the untreated group, except for the ASC-derived CM group, which showed no difference. At the end of the experiment, we also noted a slight reduction in the triglycerides levels in all the treated animals (Table S1). The effects of the treatments were also noted in the plasma electrolytes. The sodium and calcium levels visibly decreased in the i.p. ABCB5^+^ group on day 167 (*p* < 0.05). At the same time point, a reduction in the sodium levels was observed also in the i.v. ABCB5^+^ group (*p* < 0.05) (Table S1).

#### 3.3.2. Transcutaneous GFR Measurement

The ABZWCY-HβCD elimination curve (t_1/2_) was used to assess the kidney function. On day 109, ABZWCY-HβCD t_1/2_ was reduced by 1.2-fold in the ASC-derived CM and i.v. ASC groups and by 1.5-fold in the i.p. ASC., i.p. ABCB5^+^ and i.v. ABCB5^+^ groups when compared with the untreated group (Table S2). On day 167, we noted a significant reduction in ABZWCY-HβCD t_1/2_ in the i.p. ABCB5^+^ and i.p. ASC groups (*p* < 0.05) (Figure 5C), indicating an improved GFR value.

#### 3.3.3. Urine Biochemistry

The PKD/Mhm (Cy/+) rats are characterized by high levels of proteinuria and albuminuria. Our results showed a reduction in these parameters in all of the treated groups on day 167 when compared with the untreated group (Figure 6). Already, on day 109, proteinuria was reduced by at least 1.3-fold in the i.p. ABCB5^+^, i.v. ABCB5^+^ and ABCB5^+^-derived CoCM^+^ groups. A slight decrease was also detected at the same time point in the ASC-derived CM and i.p. ASC groups. A reduction of 1.4-fold of albuminuria was noticed in all of the treated groups on day 81. The levels rose on days 109 and 137 and decreased again at the end of the experiment (Table S3).

## 4. Discussion

CKD represents a group of chronic disorders characterized by some common pathological features. Among all of the CKD, the most prevalent and clinically significant are the ADPKD, ARPKD and NPHP [1]. Annually, the rate of patients with CKD increases by 7%, making CKD a worldwide public health problem [39]. Due to the poor availability of efficient therapies, affected patients can only undergo dialysis or kidney transplantation. For this reason, CKD has a huge human and economic impact on society and medical community [39,40]. A promising therapeutic approach is represented by stem cell applications, extensively used in recent years as a possible therapy for other kidney disorders [26]. Human MSCs are known for their immunomodulatory capability, which allows them to escape from the host’s immune system, facilitating inter-species transplantation. Given their capacity and the potential clinical application, testing human MSC in animals appears to be a logical way to proceed.

Over the years, the PKD/Mhm (Cy/+) model has been widely used to understand and characterize the progression and development of ADPKD and NPHP16 and to test new medical targets [18,41,42]. In this study, we tested the potential therapeutic effects of human stromal cells and their derived conditioned media in PKD/Mhm (Cy/+) rats. We repetitively administrated the cells either by i.v. or i.p. injection. The i.v. injection is the most common route of administration and considered by many to be a less invasive procedure. However, with the i.v. injection cells might be trapped in the lungs with the risk of causing emboli [33,43,44,45,46]. This is the reason why we also tested the i.p. injection. Overall, it appears to be an efficient and safe alternative route of administration. Moreover, in this study, we investigated the histological changes and analysed the renal function parameters.

A gene expression analysis was performed to examine the effects of ABCB5^+^, ASC, ABCB5^+^-derived CoCM^+^ and ASC-derived CM on the kidney. Several studies highlighted a reprogramming of metabolism in the PKD/Mhm (Cy/+) model, enhancing the aerobic glycolysis pathways rather than the oxidative phosphorylation [47]. This behaviour, which is typical of tumour cells, is known as the Warburg effect, and usually, it is correlated with a defect in the mitochondrial activity [47,48,49,50,51]. It is known that mitochondria are able to produce energy thanks to the oxidative phosphorylation pathway. Even if the dysfunctional activity of mitochondria is a well-described phenomenon in CKD [52,53,54,55], it was not possible to test it in this study. Nevertheless, we noted profound changes in pathways related to the metabolism in all of the experimental groups. 

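Other sets of metabolism were higher than in untreated rats in the 3 groups analysed here, by GSEA with gene permutations. For fatty acid degradation the NES was 2.67 after ASC i.p., 2.15 after ASC i.v. and 2.24 after ASC-derived CM. The set for degradation of valine, leucine and isoleucine had an NES of 2.64, 2.26 and 2.16 in the same order. Glutathione metabolism reached 2.37, 2.34 and 2.44, and metabolism of xenobiotics by cytochrome P450 reached 2.22, 2.69 and 2.29. The adjusted p-values of the 8 metabolic sets, among them those for the citrate cycle and oxidative phosphorylation, were 0.00052 after ASC i.p., from 0.000743 to 0.0343 after ASC i.v. and from 0.00134 to 0.0376 after ASC-derived CM. In the xenobiotics set, 31, 36 and 32 of the 37 genes were higher. After 1 surrogate variable was added to the fit, the NES was 0.96, -1.14 and -1.15 for fatty acid degradation and 1.11, -1.39 and -1.12 for degradation of valine, leucine and isoleucine, past the threshold in none of the 3 groups. Under that setting glutathione metabolism was at 1.45, 1.06 and 1.65 and passed after ASC-derived CM, and the xenobiotics set was at 1.15, 1.91 and 1.896 and passed after ASC i.v. and ASC-derived CM. When rats were permuted, the means of the 8 sets passed in none of the 3 groups, with exact permutation p-values of 0.0524 or more and adjusted values of 0.32 or more. No gene of the 8 sets passed edgeR's quasi-likelihood test adjusted over all genes. Adjusted over the members of each of these 8 sets alone, 0 genes passed after ASC i.p., 0 after ASC i.v., and 1 in the glycolysis set (Pgam2, log2 fold change -0.85) and 1 in the pyruvate set (Me3, log2 fold change -0.29) after ASC-derived CM. Both genes were lower than in untreated rats and were named after their values were seen.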

Oxidative phosphorylation, citrate cycle, and the gluconeogenesis pathways and the pyruvate metabolism pathway were upregulated. Moreover, several studies demonstrated the correlation between the downregulation of the oxidative phosphorylation pathway and the reduction in the activity of PPARα and its co-activator, which are involved in the modulation of the energy metabolism [49,56,57,58]. 

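For the pyruvate metabolism set, with 34 genes tested, the NES was 2.33 after ASC i.p. (adjusted p = 0.00052 from GSEA with gene permutations), 2.02 after ASC i.v. (adjusted p = 0.00185) and 1.61 after ASC-derived CM (adjusted p = 0.0376). In these groups 28, 26 and 21 of the genes were higher than in untreated rats. After ASC-derived CM the NES ranged from -0.94 to 1.95 when each of the 10 rats was left out in turn, and it was 1.53 and no longer past the threshold over the genes with at least 10 counts in every rat. The fit with 1 surrogate variable gave an NES of 1.49, -1.003 and -0.90, past the threshold in none of the 3 groups. Exact permutation p-values of the set mean were 0.216, 0.147 and 0.148.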

Our results showed an upregulation of the PPAR signalling pathway, compatible with the upregulation of the oxidative phosphorylation pathway.

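Ppara (Entrez 25747), the gene of PPARα, was 3.76 ± 0.70 CPM (SD, n = 6) in untreated rats, 3.00 ± 0.95 CPM (SD, n = 6) after ASC i.p., 3.16 ± 1.00 CPM (SD, n = 6) after ASC i.v. and 4.26 ± 1.48 CPM (SD, n = 4) after ASC-derived CM. Its log2 fold changes were -0.33, -0.25 and 0.18, with standard errors of 0.23 to 0.26 and adjusted p-values of 0.773, 0.645 and 0.933 from edgeR's quasi-likelihood test. Ppargc1a (Entrez 83516), the gene of its co-activator PGC-1α, was 37.7 ± 9.33 CPM (SD, n = 6) in untreated rats. It was 32.6 ± 8.29 CPM (SD, n = 6), 26.9 ± 8.93 CPM (SD, n = 6) and 30.6 ± 4.22 CPM (SD, n = 4) in the 3 treated groups. Its lowest log2 fold change was -0.49 (standard error 0.21, adjusted p = 0.523 from the quasi-likelihood test), after ASC i.v.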

Besides metabolic reprogramming, the PKD/Mhm (Cy/+) animal model is also characterized by an incorrect response of the injury repair and inflammation mechanisms. In 2007, Weimbs suggested that a reduction in the *Polycystin 1* gene might be able to activate cell proliferation, leading to cyst formation [59]. This and the resultant fluid secretion and size increase could drive an abnormal production of growth factors, an alteration in cellular proliferation, the deposition of fibrotic tissue and the dedifferentiation of renal epithelial cells [59,60,61]. An important role in the cyst formation is played by the PI3K-Akt signalling pathway, usually upregulated, which promotes cellular proliferation and regulates the polarization and tissue expansion [2,62,63,64,65]. 

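The PI3K-Akt signalling set, the largest tested with 265 genes, had an NES of -1.42 after ASC i.p. (adjusted p = 0.00949 from GSEA with gene permutations) and -1.64 after ASC i.v. (adjusted p = 0.00103). After ASC-derived CM the NES was -1.04 and did not pass (adjusted p = 0.469). In the 3 groups 160, 168 and 136 of the genes were lower than in untreated rats. By camera, which allows for correlation between genes, the adjusted p-values were 0.152, 0.051 and 0.748. With only the rats of the 2 groups compared in the fit, the NES after ASC-derived CM was 1.04. The surrogate variable turned the NES to 1.21, 1.14 and 1.68 in the 3 groups, the last past the threshold as higher. Permuting rats, the set mean had exact permutation p-values of 0.279, 0.156 and 0.929.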

RNAseq results showed a downregulation of the pathway in all of the treated groups. 

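The Wnt signalling set, with 115 genes tested, had an NES of -1.28 after ASC i.p. (adjusted p = 0.109 from GSEA with gene permutations), -1.21 after ASC i.v. (adjusted p = 0.163) and -0.99 after ASC-derived CM (adjusted p = 0.63). Over the genes with at least 10 counts in every rat, the score passed after ASC i.p. at -1.46 and after ASC i.v. at -1.49. It also passed with an unweighted running sum, at -2.32 and -1.93. With genes ranked by log2 fold change the NES after ASC i.v. was 1.06, and 1 surrogate variable gave -0.88, 0.90 and 1.33, past the threshold in none of the 3 groups. The exact permutation p-values of the set mean were 0.247, 0.409 and 0.929. Adjusted over the members of the set alone, 1 gene passed edgeR's quasi-likelihood test, after ASC i.v. This was Wnt4, named after its values were seen, at 4.24 ± 4.24 CPM (SD, n = 6) against 0.931 ± 0.298 CPM (SD, n = 6) in untreated rats (adjusted p = 0.0345 over the set and 0.267 over all genes from that test). DESeq2 called it over all genes with an adjusted p-value of 0.00926. Wnt4 was among the 28 genes that DESeq2 called after ASC i.v., of which 8 were on the lists of urothelial genes. Whether Wnt4 followed those 8 over the rats was not tested. Tgfb1 (Entrez 59086), which encodes TGF-β1, was 112 ± 9.61 CPM (SD, n = 6) in untreated rats, 105 ± 26.5 CPM and 102 ± 36.9 CPM (SD, n = 6 each) after ASC i.p. and i.v., and 121 ± 29.7 CPM (SD, n = 4) after ASC-derived CM. Its adjusted p-values from edgeR's quasi-likelihood test were 0.916, 0.795 and 0.964, so no difference in its level from untreated rats passed this test.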

Additionally, our results showed a downregulation of the TGF-β and WNT signalling pathways, and a downregulation of apoptosis. While the TGF-β pathway promotes cellular growth and differentiation, the WNT pathway regulates cellular proliferation, polarity and migration. The downregulation of all these pathways leads to the assumption that a restoration of the physiological cellular response has been triggered. As aforementioned, the inflammation mechanisms correspond to cyst formation and growth. In both the human ADPKD and PKD/Mhm (Cy/+) rat models, the NF-ĸB, JAK-STAT and TNF pathways are the major inflammatory pathways upregulated [66,67,68,69]. NF-ĸB is a promising target for treatment. In fact, in order to slow the disease progression, several studies tried to inhibit the NF-ĸB pathways through anti-inflammatory compounds [70,71]. In this study, we noted a downregulation of NF-ĸB, JAK-STAT and TNF after treatment. Moreover, we noted a downregulation of immune system-related pathways in the i.v. and i.p. 

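The TNF signalling set, with 100 genes tested, was lower than in untreated rats after ASC i.v., with an NES of -1.77 (adjusted p = 0.00177 from GSEA with gene permutations). It did not pass after ASC i.p. (NES -1.38, adjusted p = 0.0587) or ASC-derived CM (NES -1.11, adjusted p = 0.384). With no filter on low counts the score after ASC i.p. passed at -1.47. With an unweighted running sum the TNF set passed as lower after ASC i.p. at -2.24 and after ASC-derived CM at -2.19. The NF-kappa B signalling set, with 82 genes, had an NES of -0.72, -0.94 and 0.86 after ASC i.p., ASC i.v. and ASC-derived CM, with adjusted p-values of 0.957, 0.604 and 0.848. For JAK-STAT signalling, with 102 genes, the NES was -1.07, -0.96 and 0.79, with adjusted p-values of 0.383, 0.594 and 0.914. With an unweighted running sum the NES of the NF-kappa B set was -1.85 after ASC i.p. and -1.83 after ASC i.v., and that of the JAK-STAT set after ASC i.p. was -1.703, each past the threshold. In the opposite direction, the fit with 1 surrogate variable gave an NES of 2.03, 1.82 and 1.93 for NF-kappa B and 1.46, 1.699 and 1.72 for JAK-STAT signalling after ASC i.p., ASC i.v. and ASC-derived CM, each past the threshold as higher. The TNF signalling set had 1.69, 1.21 and 1.68 in that fit and passed as higher after ASC i.p. and ASC-derived CM. The exact permutation p-values of the 3 set means, permuting rats, lay between 0.253 and 0.89. Tnf (Entrez 24835) was 1.67 ± 0.33 CPM (SD, n = 6) in untreated rats, 1.99 ± 0.76 CPM and 1.91 ± 0.82 CPM (SD, n = 6 each) after ASC i.p. and i.v., and 2.09 ± 0.41 CPM (SD, n = 4) after ASC-derived CM. In the i.v. ASC group rat 3 stood apart from the rest of its group for this gene, at -0.65 on the log2 CPM scale against 0.86 to 1.62. Nfkb1 (Entrez 81736) was 144 ± 12.0 CPM (SD, n = 6) in untreated rats, and its log2 fold changes were -0.09, -0.11 and -0.001 with standard errors of 0.10 to 0.12. The adjusted p-values of both genes from edgeR's quasi-likelihood test were between 0.651 and 1.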

ABCB5^+^ groups along with the ABCB5^+^-derived CoCM^+^ groups. A comparable pattern has also been noted in the i.p. and i.v. ASC groups. All together, these results suggest an attenuation of the inflammation. 

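Over 22 leukocyte marker genes the mean log2 CPM was 5.58 ± 0.27 (SD, n = 6) in untreated rats, 5.63 ± 0.46 (SD, n = 6) after ASC i.p., 5.54 ± 0.79 (SD, n = 6) after ASC i.v. and 5.75 ± 0.45 (SD, n = 4) after ASC-derived CM. The differences from untreated rats of 0.04, -0.05 and 0.17 had exact permutation p-values of 0.846, 0.926 and 0.471. By GSEA with gene permutations, the sets for chemokine signalling and for T and B cell receptor signalling did not pass in the 3 groups. Their NES after ASC i.p. were -0.87, -1.12 and -1.15, and after ASC i.v. -1.01, -1.23 and -1.27. After ASC-derived CM they were 0.85, 0.87 and -0.97. Unweighted, the chemokine set passed as lower after ASC i.p. and i.v., at -2.601 and -2.45, the B cell receptor set at -1.69 and -1.96 and the T cell receptor set after ASC i.v. at -1.64. When 1 surrogate variable was in the fit, all 3 sets were higher in the 3 groups, with NES from 1.48 to 2.27, and each passed except the B cell receptor set after ASC i.p. Antigen processing and presentation had an NES of 1.23, 0.76 and 1.27 after ASC i.p., ASC i.v. and ASC-derived CM, and with the surrogate variable it passed as higher at 2.31, 2.42 and 2.37.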

The loss of *Polycystin* gene function also causes an imbalance in calcium homeostasis in the cells, which may activate an abnormal cAMP response [72]. Despite no genetic therapy on specific genes being performed in this study, the restoration of the principal metabolic-related pathways also led to a downregulation of the cAMP and calcium signalling pathways. It is also known that an aberrant increase in cAMP levels might trigger activation of the RAS signalling pathway in the renal epithelial cells [2]. 

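The cAMP signalling set, with 146 genes tested, had an NES of -1.93 after ASC i.p. (adjusted p = 0.00052 from GSEA with gene permutations) and -1.74 after ASC i.v. (adjusted p = 0.00103). After ASC-derived CM it was -1.13 (adjusted p = 0.323), and it passed there with an unweighted running sum, at -1.88. With the surrogate variable the NES was -1.205, -1.22 and 1.13, past the threshold in none of the 3 groups. Its mean log2 CPM was 4.63 ± 0.07 (SD, n = 6) in untreated rats, 4.52 ± 0.14 and 4.50 ± 0.13 (SD, n = 6 each) after ASC i.p. and i.v., and 4.57 ± 0.16 (SD, n = 4) after ASC-derived CM, with exact permutation p-values of 0.121, 0.0519 and 0.433. The calcium signalling set, with 126 genes, had an NES of -1.45 (adjusted p = 0.0251), -1.56 (adjusted p = 0.00904) and -1.41 (adjusted p = 0.044) in the 3 groups by the same GSEA. With no filter on low counts the score after ASC-derived CM no longer passed, at -1.20. By camera the adjusted p-value was 0.0568 after ASC i.p. and 0.324 after ASC-derived CM. The surrogate variable left this set past the threshold in none of the 3 groups, at -0.83, -1.05 and 1.11. Its mean log2 CPM was 4.30 ± 0.08 (SD, n = 6) in untreated rats, 4.20 ± 0.16 and 4.15 ± 0.13 (SD, n = 6 each) after ASC i.p. and i.v., and 4.21 ± 0.19 (SD, n = 4) after ASC-derived CM. The exact permutation p-values were 0.195, 0.0411 and 0.357, and that of the i.v. difference was 0.32 after adjustment over the 31 sets.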

In line with the downregulation of the cAMP and calcium signalling pathways, our results also showed a downregulation of the RAS signalling pathway in all of the treated groups.

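The Ras signalling set, with 177 genes tested, had an NES of -1.39 after ASC i.p. (adjusted p = 0.0259 from GSEA with gene permutations), -1.72 after ASC i.v. (adjusted p = 0.000743) and -1.14 after ASC-derived CM (adjusted p = 0.302). Of these genes, 109, 117 and 103 were lower than in untreated rats. Ranked by DESeq2's Wald statistic, the score after ASC i.p. was -1.21 and did not pass. By camera its adjusted p-value there was 0.119. The score became 1.23, 1.14 and 1.51 with 1 surrogate variable in the fit, the last past the threshold as higher, and the exact permutation p-values of the set mean were 0.344, 0.145 and 0.767.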

Based on the literature [55], the amelioration of both pathways involved in the metabolism and the downregulation of the cAMP and calcium signalling pathways may be correlated with a reduction in the cyst growth and number. To validate this hypothesis, we performed a morphological evaluation of whole kidney sections stained with H&E. Our results highlighted a decrease in the number of cysts in all of the treated groups, with the exception of the i.p. ASC group and a proportionate reduction in the cyst percentage area on the tissue.

Moreover, the concentration of calcium in the plasma was reduced in the ABCB5^+^-derived CoCM^+^ group and in both the i.p. and i.v. ABCB^+^ and i.p. and i.v. ASC groups. Keeping the aforementioned discussion in view, we were unimpressed to find out that the treated groups showing downregulation of the calcium and cAMP signalling pathways also exhibit reduced cyst numbers and lower plasma concentrations of calcium.

An alteration of the cellular cycle, resulting in increasing cell proliferation and apoptosis, is also well documented in the PKD/Mhm (Cy/+) model [73,74]. Based on this result and on our RNAseq results, we performed a co-staining of Ki67 and Tunel on kidney sections embedded in paraffin in order to evaluate the potential changes after the treatments. We noted a significant reduction in apoptotic and proliferative maker positive cells in all of the treated groups.

During the whole experiment, biochemistry analyses and transcutaneous GFR measurements were performed to follow up on the kidney function and more in general the health of the animals. Plasma biochemistry analyses showed a minor reduction in creatinine levels already on day 53, which remained so in the i.p. ABCB5^+^ and i.p. ASC groups until day 167. We also noted an improvement in the plasma levels of cholesterol and triglycerides.

However, since several elements (such as age, gender, hepatic function and muscle mass) may influence the plasma creatinine levels [75,76], we also monitored kidney function using an innovative and non-invasive method: the transcutaneous GFR measurement. At the end of the experiments, we noted an improvement in the kidney function. In fact, ABZWCY-HβCD half-life was reduced by 1.5-fold in both the i.v. ABCB5^+^ and ASC groups, by 1.6-fold in the i.p. ABCB5^+^ group, and by 1.7-fold in the i.p. ASC group. A slight amelioration was also detected in the ABCB5^+^-derived CoCM^+^ and ASC-derived CM groups. Additionally, small changes in albuminuria and proteinuria were detected in all of the treated groups.

To conclude, our study provides a wide description of the gene profile outcomes obtained by treating PKD/Mhm (Cy/+) rats with ABCB5^+^ or ASC cells and derived conditioned media, suggesting that ABCB5^+^ or ASC cell administration, and ABCB5^+^-derived CoCM^+^ and ASC-derived CM treatments might be efficient alternative therapies for cystic kidney disease. Numerous studies have suggested that the first mode of action of MSC is the secretion of paracrine factors to enhance tissue regeneration [77,78]. ASC and ABCB5^+^ are characterized by immunomodulatory and immunosuppressive activities, through the secretion of immunosuppressive cytokines [34,79,80,81]. Recently, the potential therapeutic role of factors released by the cells in these media has been investigated. Proteomic analyses highlighted the presence of chemokines, cytokines, angiogenic and growth factors in the MSC-conditioned media. For this reason, we also investigated the effects of ABCB5^+^-derived CoCM^+^ and ASC-derived CM. These healing properties of the cells and the factors that they released in the media led to an improvement in the inflammatory state in the animals. Moreover, secreted factors such a cytokines may have helped in the reprogramming of metabolism-related pathways and the reduction in cyst size. It is known, in fact, that a downregulation of metabolism pathways is related to cyst formation and development [69]. Furthermore, we demonstrated that i.p. administration is a more efficient alternative route than i.v. RNAseq technology in gene expression analyses and allowed us to be the first to obtain the most complete overview into possible mechanisms of stem cell therapy in PKD/Mhm (Cy/+) animals. Nevertheless, further studies have to be performed to test the proper dose of administration and to better understand the mode of action of the ABCB5^+^ and ASC cells, and their derived conditioned media. Future studies are needed to investigate their mitochondrial activity. No significant changes in plasma creatinine and urea were observed after the treatments, but the amelioration of kidney function is a very encouraging result.

The use of stem cell treatments in CKD and PKD can provide the basis for new therapeutic approach to these pathologies.

## Figures and Tables

**Figure 1:**
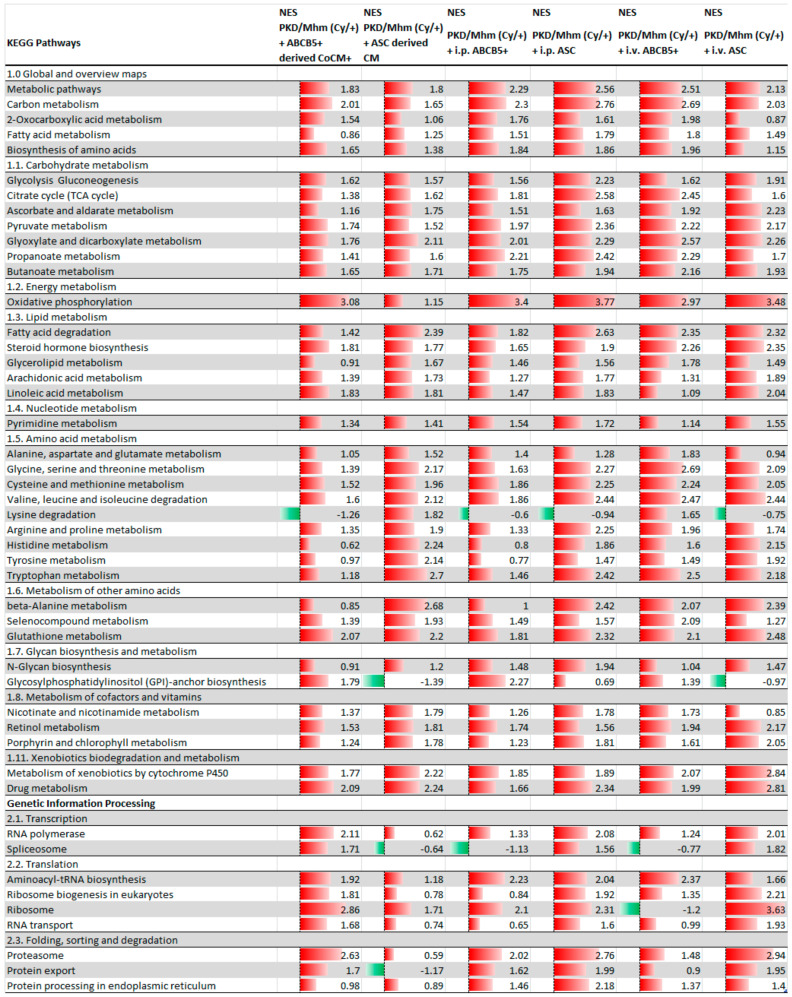
GSEA analysis using KEGG database. Principal upregulated pathways in i.v. ABCB5^+^; i.p. ABCB5^+^; ABCB5^+^−derived CoCM^+^; i.v. ASC groups; i.p. ASC and ASC−derived CM groups. Significantly (*adj. p* < 0.05) differentially expressed pathways (PKD/Mhm (Cy/+) + treatment vs. PKD/Mhm (Cy/+)). Data are sorted by main categories. Normalized enrichment score (NES) is given for each pathway.

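Among the sets for protein synthesis and breakdown, the ribosome set, with 77 genes tested, had an NES of 0.81 after ASC i.p. (adjusted p = 0.864 from GSEA with gene permutations), 3.01 after ASC i.v. (adjusted p = 0.000743) and 0.84 after ASC-derived CM (adjusted p = 0.855). Ranked by log2 fold change, its score after ASC i.p. was -2.17, past the threshold as lower, and that after ASC i.v. was 1.48 and did not pass. Unweighted, it passed as higher after ASC i.p. at 3.63 and after ASC-derived CM at 3.17. The proteasome set, with 41 genes, had an NES of 2.73 after ASC i.p. (adjusted p = 0.00052), 2.68 after ASC i.v. (adjusted p = 0.000743) and 0.86 after ASC-derived CM (adjusted p = 0.847). The score of this set after ASC-derived CM was 1.82 and past the threshold when unweighted, and -1.26 with 1 surrogate variable. Exact permutation p-values of the set mean were 0.699, 0.437 and 0.848 for the ribosome and 0.126, 0.0801 and 0.881 for the proteasome.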

**Figure 2:**
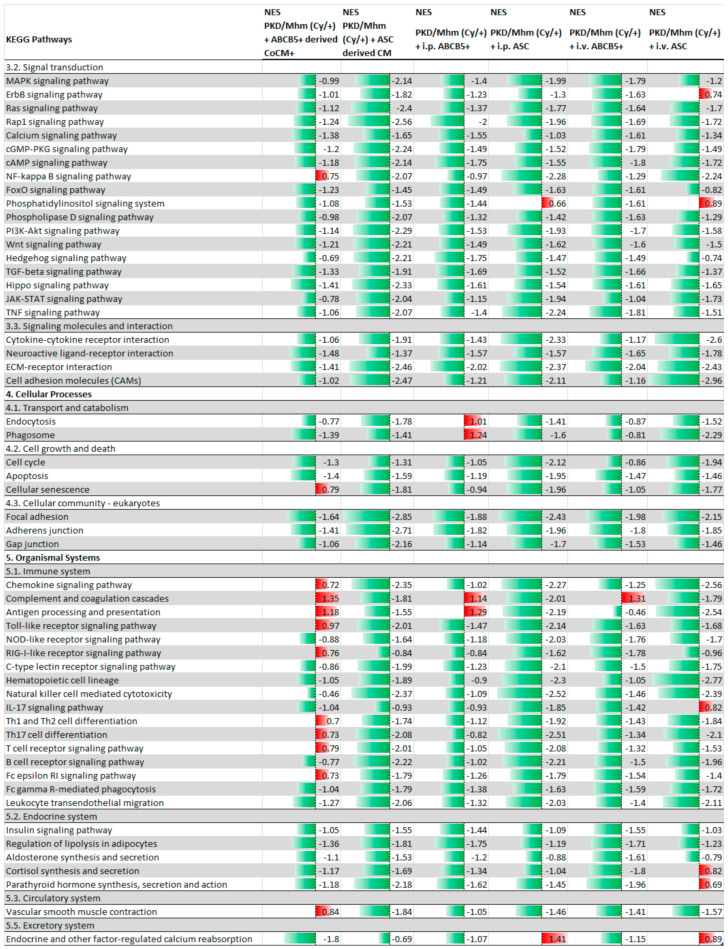
GSEA analysis using KEGG database. Principal downregulated pathways in i.v. ABCB5^+^; i.p. ABCB5^+^; ABCB5^+^—derived CoCM^+^; i.v. ASC groups; i.p. ASC and ASC—derived CM groups. Significantly (*adj. p* < 0.05) differentially expressed pathways (PKD/Mhm (Cy/+) + treatment vs. PKD/Mhm (Cy/+)). Data are sorted by main categories. NES is given for each pathway.

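The cell cycle set, with 112 genes tested, did not pass the threshold in the 3 groups analysed here. Its NES was -1.10 after ASC i.p. (adjusted p = 0.317 from GSEA with gene permutations), -0.98 after ASC i.v. (adjusted p = 0.563) and -1.32 after ASC-derived CM (adjusted p = 0.119). It passed after ASC i.v. with an unweighted running sum, at -1.82, and after ASC-derived CM with limma-trend on TPM, at -1.47. With 1 surrogate variable it was 0.95, 1.19 and 0.72, and the exact permutation p-values of the set mean were 0.405, 0.613 and 0.49. Mki67 (Entrez 291234), the gene of the proliferation marker Ki-67, was 22.0 ± 3.95 CPM (SD, n = 6) in untreated rats, 19.8 ± 4.77 CPM and 20.0 ± 3.77 CPM (SD, n = 6 each) after ASC i.p. and i.v., and 23.2 ± 7.74 CPM (SD, n = 4) after ASC-derived CM. Its adjusted p-values from edgeR's quasi-likelihood test were 0.845, 0.759 and 0.98.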

**Figure 3:**
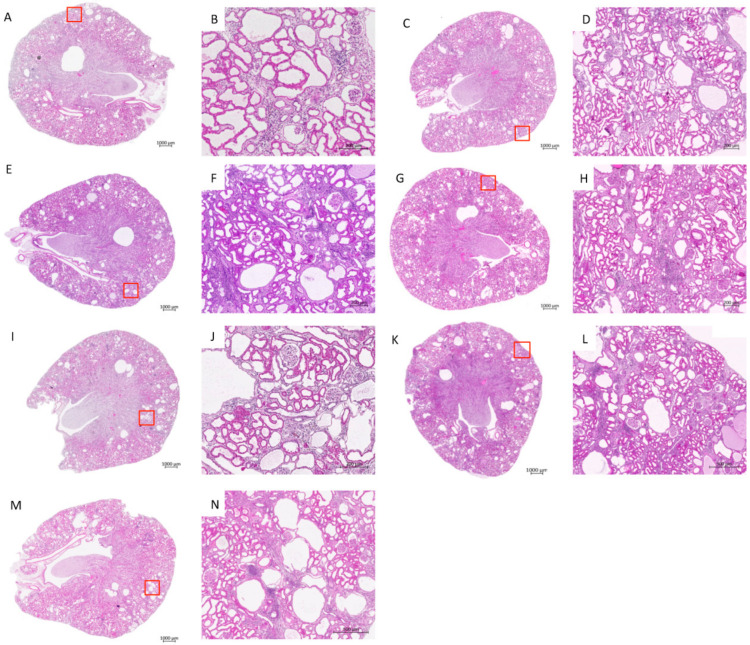
Haematoxylin and eosin (H&E) staining of PKD/Mhm (Cy/+) rat kidneys. Altered renal morphology in (**A**) PKD/Mhm (Cy/+) rat and (**B**) corresponding magnification of cyst details (red square); (**C**) ABCB5^+^-derived CoCM^+^ treated rat and (**D**) corresponding magnification of cyst details; (**E**) ASC-derived CM-treated rat and (**F**) corresponding magnification of cyst details; (**G**) i.p. ABCB5^+^-treated rat and (**H**) corresponding magnification of cyst details; (**I**) i.p. ASC-treated rat and (**J**) corresponding magnification of cyst details; (**K**) i.v. ABCB5^+^-treated rat and (**L**) corresponding magnification of cyst details; (**M**) i.v. ASC-treated rat and (**N**) corresponding magnification of cyst details. Images acquired with Axio Scan.Z1 microscope (ZEISS), 20× objective; (**B**,**D**,**F**,**H**,**J**,**L**,**N**) are zoomed in images of the area used to check the size of the scale bar.

**Figure 4:**
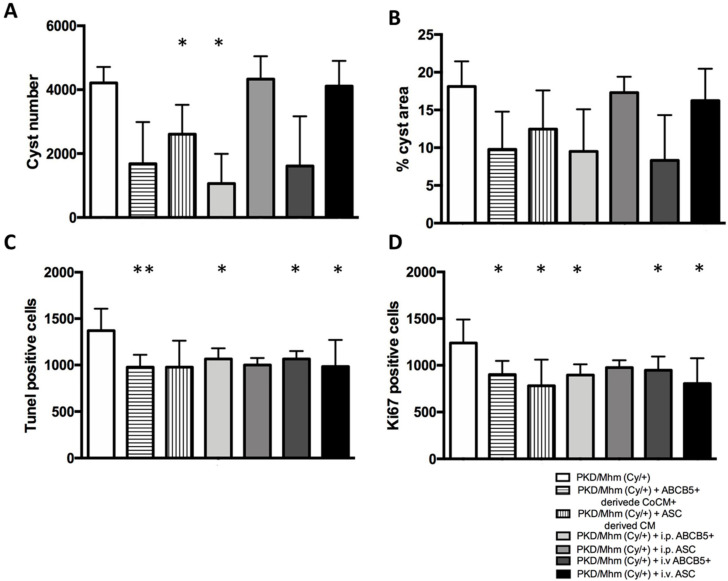
Histological changes in PKD/Mhm (Cy/+) rats after treatments (n = 6 in each group). Changes in cyst number (**A**), percentage (%) of cyst area (**B**), Tunel-positive cells (**C**) and Ki67-positive cells (**D**). Histograms show means ± Std.Dev. * p < 0.05, ** p < 0.005.

**Figure 5:**
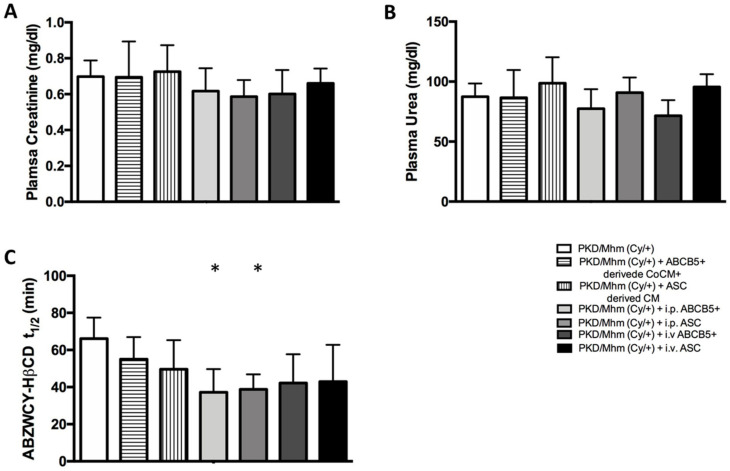
Effect of different treatments on renal function parameters in the PKD/Mhm (Cy/+) model (n = 6 in each group). Changes in plasma creatinine (**A**) and urea (**B**) concentrations, and in ABZWCY-HβCD half-life (t_1/2_) (**C**). Histograms show means ± Std.Dev. * p < 0.05.

**Figure 6:**
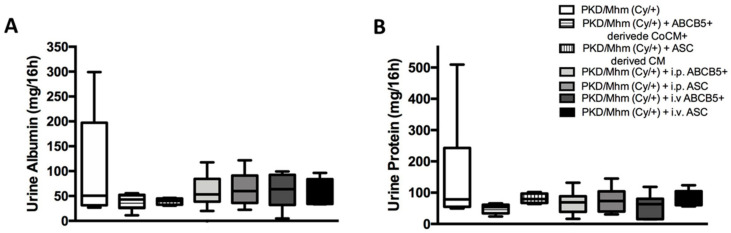
Effect of different treatments on urine parameters in the PKD/Mhm (Cy/+) model (n = 6 in each group). Changes in urine albumin (**A**) and protein (**B**) concentrations. Histograms show means ± Std.Dev.

**Table 1:** GSEA pathway analyses showing the numbers of up- and downregulated pathways in PKD/Mhm (Cy/+) groups (n = 6 in each group). (A) ABCB5^+^-derived CoCM^+^; i.p. ABCB5^+^; i.v. ABCB5^+^; (B) ASC-derived CM; i.p. ASC; i.v. ASC. Total analysed pathways are 304 in the ABCB5^+^-derived CoCM^+^; i.p. ABCB5^+^; i.v. ABCB5^+^ groups while 305 in the ASC-derived CM; i.p. ASC; i.v. ASC groups because GSEA analyses were performed in two different years.

**ABCB5^+^ Animal Group**		
	Total analysed pathways	304
+ABCB5^+^-derived CoCM^+^	Significantly regulated pathways (*adj*. *p*-value < 0.05)	185
	Significantly upregulated pathways (*adj. p*-value < 0.05)	37
	Significantly downregulated pathways (*adj. p*-value < 0.05)	148
+i.p. ABCB5^+^	Significantly regulated pathways (*adj. p*-value < 0.05)	165
	Significantly upregulated pathways (*adj. p*-value < 0.05)	46
	Significantly downregulated pathways (*adj. p*-value < 0.05)	119
+i.v. ABCB5^+^	Significantly regulated pathways (*adj. p*-value < 0.05)	142
	Significantly upregulated pathways (*adj. p*-value < 0.05)	47
	Significantly downregulated pathways (*adj. p*-value < 0.05)	95
**ASC Animal Group**		
	Total analysed pathways	305
+ASC-derived CM	Significantly regulated pathways (*adj. p*-value < 0.05)	42
	Significantly upregulated pathways (*adj. p*-value < 0.05)	31
	Significantly downregulated pathways (*adj. p*-value < 0.05)	11
+i.p. ASC	Significantly regulated pathways (*adj. p*-value < 0.05)	101
	Significantly upregulated pathways (*adj. p*-value < 0.05)	55
	Significantly downregulated pathways (*adj. p*-value < 0.05)	46
+i.v. ASC	Significantly regulated pathways (*adj. p*-value < 0.05)	122
	Significantly upregulated pathways (*adj. p*-value < 0.05)	48
	Significantly downregulated pathways (*adj. p*-value < 0.05)	74

## Data Availability

The gene expression data were submitted to the Gene Expression Omnibus with the following accession number: GSE161093.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/jcm11092601/s1. Table S1. Changes in plasma biochemistry in PKD/Mhm (Cy/+) groups (n = 6 in each group); Table S2. Changes in the ABZWCY-HβCD half-life in PKD/Mhm (Cy/+) groups (n = 6); Table S3. Changes in the urine protein and albumin concentrations in PKD/Mhm (Cy/+) groups (n = 6 in each group).

How the deposited data were processed for this re-analysis (not part of the article)

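Kidney RNA of 22 male PKD/Mhm (Cy/+) rats was analysed, 6 untreated, 6 after ASC i.p., 6 after ASC i.v. and 4 after ASC-derived CM. The ABCB5+ groups and the remaining ASC-derived CM rats were not analysed here. Groups and animal numbers were taken from the sample labels and the paper. The rats of different groups are different animals, so no comparison was paired. The authors sequenced total RNA of the left kidney on the BGISEQ-500 platform and deposited 2 values per gene and rat. The first is an estimated count, which the authors made per rat Entrez gene without normalization. The second is a TPM value, the count scaled by transcript length and total, computed by the authors, and the deposited TPM values of a rat sum to between 959754 and 968550. The paper's text does not name the aligner, the counting program or a rat genome build. It names DESeq2 and a human transcript package, whose name holds a human genome build, while the gene identifiers are those of the rat.

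What was computed here starts from these values. The estimated counts were rounded to whole numbers, since 14.1% of them were not whole. Of the 17334 genes, 17179 were matched to a symbol through the RefSeq gene table of the rat assembly GRCr8, used for names only, and 155 were not. Total counts ran from 12195682 to 14734772 per rat. Genes that share reads with a paralog or pseudogene, among them the ribosome, MHC and cytochrome P450 genes, are uncertain, because how the authors' counting split such reads is not stated in the paper's text. The same holds for overlapping and antisense genes. The lowest Spearman correlation between the counts of a pair of rats was 0.97. No pair of rats of a group had counts within sampling noise of each other, with chi-square per gene from 7.51 to 146.74. The Y-linked genes Ddx3y and Eif2s3y were present in all 22 rats, at 35.8 to 65.3 and 95.3 to 130 CPM.

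Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM size factors, filterByExpr, quasi-likelihood F test, all 4 groups in one fit) over 12867 genes, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 CPM used a prior count of 2. GSEA was run with fgsea 1.28.0 on 31 gene sets, with 10000 permutations of genes, seed 1 and a smallest set of 5 genes. The sets, the marker genes of cell types and the list of 15 named genes were written from general knowledge and from the paper. The mean log2 CPM of each set per rat was compared by two-sided exact permutation tests. Correlations over rats were tested with 100000 permutations. The rule for the genes named in the text took 4 kinds of gene. These were every gene of the list, in each comparison the 5 with the smallest adjusted p-value past the threshold whose treated and untreated rats do not overlap, in each set discussed the 2 members past the threshold with the largest change, and the genes of the sex and blood checks. No gene passed the threshold, so the second and the third kind gave none. Genes outside the rule are named only where a count of genes was small or a gene stood out, and the text then says that this was done after their values were seen.

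The alternatives were DESeq2 1.42.0, RLE size factors, no filter (15298 genes), at least 10 counts in every rat (11721 genes), only the 2 groups in the fit, 1 surrogate variable from sva 3.50.0, limma-trend (limma 3.58.1) on log2(TPM + 1), camera with an inter-gene correlation of 0.01, a ranking by log2 fold change, an unweighted running sum and the omission of each rat in turn. Set and marker means were also computed with a prior count of 0.5. After the data were seen, 3 settings were added, which remove the trend on transcript length, or take the animal number or the proximal tubule marker score as a covariate. Relative transcript length was taken from the ratio of the deposited estimated counts to the deposited TPM, over values with at least 5 counts. The jackknife standard error of an NES over rats, the urothelial gene lists, the comparison of lower with higher animal numbers and the grouping of sets into families were also chosen after the data were seen.

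The procedure was tested on simulated counts with 200 changed genes, of which edgeR recovered 167 with 11 of 12601 unchanged genes called, and DESeq2 recovered 175 with 34 of 12667. The changed genes were drawn only from those above a minimum expected count. The 100 raised genes had a median log2 fold change of 1.01. In the rats the median absolute log2 fold change was 0.103, 0.121 and 0.104 after ASC i.p., ASC i.v. and ASC-derived CM. The recovery therefore does not give the power for changes of that size. Sets of 50 genes made higher and lower had NES of 3.40 and -3.41. With no gene changed, 0 of 31 sets and 0 of 12819 genes passed. The simulated genes were independent of each other, so this test does not show how GSEA with gene permutations performs on correlated genes. The KEGG tables were not used here, and the counts of pathways in Table 1 were not recomputed.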

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

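The tests on urothelial genes below were chosen only after the result was seen. Among 112 groups of 4 or 6 rats examined for a rat far from the rest of its group, 3 had one, where chance gives about 5.6. The 3 are therefore no more than chance gives, and no explanation was tested for them.

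In ASC-derived CM rat 2 the mean log2 CPM of the tubular injury markers was 7.07, against 7.52 to 7.60 in the other 3 rats of that group. Anks6 was 6.63 on the log2 CPM scale in i.v. ASC rat 3, against 5.75 to 6.03 in the other rats of the group. Tnf was -0.65 in the same rat, against 0.86 to 1.62. Tnf had 1.67 CPM in untreated rats, so its value in a rat rests on few counts. Rat 3 is also among the i.v. ASC rats with high urothelial genes. No biological explanation was tested for these 3 values.

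Genes of the urothelium, the lining of the renal pelvis and bladder, which the paper does not discuss, were higher in i.v. ASC rats than in untreated rats. Over Upk1a, Upk1b, Upk2, Upk3a, Krt5, Krt15 and Sptssb, chosen because they were among the smallest p-values, the mean log2 CPM differed by 3.52 (two-sided exact permutation test, p = 0.032), with an SD of 3.20 in i.v. ASC rats and 0.88 in untreated rats. In 4 of the 6 i.v. ASC rats it was above that of all 16 other rats. Upk3a reached 130, 68.3, 22.3 and 3.35 TPM in rats 9, 3, 13 and 10. It was at 3.30 TPM in untreated rat 23 and at most 0.478 TPM in the others. Of 11 further urothelial genes written down without looking at them, 9 were in the files, and their mean differed by 1.09 (exact permutation p = 0.039), above all untreated rats in 4 of 6 i.v. ASC rats and above all 16 others in 3. Since these genes belong to the same tissue as the first 7, this p-value does not test independently whether the rats fell together by accident. A candidate explanation is that the tissue taken for RNA from these rats held more urothelium of the renal pelvis. The paper states that the RNA came from whole kidney tissue. Its text does not say whether a kidney was divided. Within the 6 i.v. ASC rats the further genes followed the first 7 with a Spearman rho of 1 (exact permutation p = 0.0028 over 720 arrangements) and a Pearson r of 0.96 (exact p = 0.0042), or 0.98 without the 2 rats farthest from the median. In the 16 rats outside that group r was 0.48 (permutation p = 0.057, adjusted 0.086 over 9 correlations) and rho 0.63 (permutation p = 0.011). No pooled r is given, because the rats fall into separate clusters. A difference in library size was set against it, and the further genes had an r of 0.03 with the total count over the 22 rats (permutation p = 0.88, rho 0.32). The route of injection and a difference in the tissue taken cannot be told apart here, so an effect of the route is not separated from tissue sampling.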

How the results depend on the processing

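The alternatives set before the data were examined were DESeq2, DESeq2-type (RLE) size factors, no filter on low counts, a minimum of 10 counts in every rat, a fit of only the 2 groups compared, 1 surrogate variable, limma-trend on the deposited TPM values, camera in place of GSEA, genes ranked by log2 fold change, an unweighted running sum and leaving out each rat in turn. For the means of sets and markers they were RLE size factors, a prior count of 0.5, centring each rat, the filter and log2 TPM. Chosen after seeing the data were 3 more, namely removing the trend on transcript length, the animal number as a covariate and the proximal tubule marker score as a covariate. These 3 are given for the counts of sets and for the sets of oxidative phosphorylation, citrate cycle, PPAR signalling and ECM-receptor interaction, and the 2 covariates also for the counts of genes. The set means were recomputed for 5 of the 31 sets. The cause of a change was not tested for any setting except where a value is given for it. No paired analysis was possible because the rats of the groups are different animals and share no replicate numbers.

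What held. The oxidative phosphorylation set was higher and past the threshold after ASC i.p. and i.v. by GSEA and by camera under every alternative run for these tests. Permuting rats, the mean of the set did not pass in either group under any of its alternatives that keep all rats. The adjusted p-values ran from 0.377 to 0.507 after ASC i.p. and from 0.315 to 0.494 after ASC i.v. A lone set cannot pass this adjusted test, even at its smallest possible p. Where the alternative gives an NES, it was from 2.47 to 8.301 after ASC i.p. and from 2.04 to 6.85 after ASC i.v., the unweighted running sum giving the upper ends. Leaving out each rat kept the score between 3.28 and 3.74 after ASC i.p. and between 3.19 and 3.51 after ASC i.v. RLE size factors changed the call of 0 of the 31 sets in each of the 3 comparisons with untreated rats. No alternative called a gene after ASC i.p., where edgeR counted 500 genes with an unadjusted p-value below 0.05, the alternatives that keep all rats between 219 and 778, and the fits that each left out one rat between 218 and 1144.

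Genes. edgeR called 0 genes in the 4 comparisons. DESeq2 called 28 genes after ASC i.v., 4 after ASC-derived CM (Pcdhga7, Med12l, Mast3 and Serpine2) and 24 between ASC i.p. and ASC i.v. Of the 28 genes, 6 were among the 7 urothelial genes chosen for their small p-values and 2 among the 11 further ones, and the tissue of the others was not examined. The fit of only the 2 groups called 1 gene, Serpine2, after ASC-derived CM, and 1 surrogate variable called 4 between the 2 routes (Sptssb, Upk2, Krt15 and Upk3a). These genes are named after their values were seen. On simulated counts with 200 changed genes edgeR recovered 167 and called 11 unchanged genes, and DESeq2 recovered 175 and called 34. The genes raised there had a median log2 fold change of 1.01, so the recovery of smaller changes was not tested. When each rat was left out, edgeR called from 0 to 14 genes after ASC i.v. and from 0 to 13 between the 2 routes. The unadjusted counts of the main test were 500, 1133, 849 and 282 in the order ASC i.p., ASC i.v., ASC-derived CM and ASC i.p. against ASC i.v.

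Numbers of sets. With the main test 10, 12 and 10 sets were higher and 7, 8 and 3 lower after ASC i.p., ASC i.v. and ASC-derived CM. The number of sets lower after ASC i.p. became 0 with 1 surrogate variable, 2 with the animal number as covariate, 3 by camera, 3 without the length trend, 3 on TPM, 4 with the proximal tubule score as covariate and 14 unweighted. The number lower after ASC i.v. became 1 with 1 surrogate variable, 0 with the animal number and 16 unweighted. After ASC-derived CM it became 1 with DESeq2, with no filter, with the proximal tubule score and by log2 fold change. It became 0 by camera and with the animal number, and with the animal number the number of sets higher fell to 5. With 1 surrogate variable the sets past as higher were largely other sets. Among them were 7, 7 and 8 of the 8 immune sets after ASC i.p., ASC i.v. and ASC-derived CM, against 0, 1 and 1 with the main test. Between ASC i.p. and ASC i.v., 1 set was higher and 2 were lower. The number higher became 4 with 1 surrogate variable, 5 with the proximal tubule score, 2 on TPM, unweighted and in the fit of only these groups, and 0 by camera and by log2 fold change. The number lower became 1 with 1 surrogate variable and by log2 fold change.

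When each rat was left out, the number of sets lower ran from 5 to 11 after ASC i.p., from 5 to 13 after ASC i.v. and from 0 to 7 after ASC-derived CM, where the number higher ran from 6 to 12. Between the 2 routes the number higher ran from 1 to 8 and the number lower from 1 to 6.

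With 1 surrogate variable, an estimate of hidden variation taken from the expression values themselves, most enrichment scores changed. The NES reversed after ASC i.p. to 1.53 for apoptosis, 1.48 for B cell receptor, 0.951 for cell cycle, 2.02 for chemokine signalling, 1.03 for focal adhesion, 1.46 for JAK-STAT, 2.03 for NF-kappa B, 1.21 for PI3K-Akt, 1.23 for Ras, -1.08 for ribosome, 1.75 for T cell receptor and 1.69 for TNF. It reversed after ASC i.v. to 1.196 for apoptosis, 1.55 for B cell receptor, 1.19 for cell cycle, 0.712 for cellular senescence, 2.11 for chemokine signalling, -2.05 for citrate cycle, 1.47 for ECM-receptor interaction, -1.14 for fatty acid degradation, 1.27 for focal adhesion, -0.752 for glycolysis and gluconeogenesis, 1.699 for JAK-STAT, 1.82 for NF-kappa B, 1.14 for PI3K-Akt, -0.703 for PPAR, -1.003 for pyruvate metabolism, 1.14 for Ras, 1.89 for T cell receptor, 1.21 for TNF, -1.39 for branched-chain amino acid degradation and 0.898 for Wnt. After ASC-derived CM it reversed to 0.973 for apoptosis, 1.71 for B cell receptor, 1.11 for calcium signalling, 1.13 for cAMP, 0.72 for cell cycle, 0.919 for cellular senescence, -1.66 for citrate cycle, 1.78 for ECM-receptor interaction, -1.15 for fatty acid degradation, 1.53 for focal adhesion, -0.977 for glycolysis and gluconeogenesis, -2.45 for oxidative phosphorylation, 1.68 for PI3K-Akt, -0.709 for PPAR, -1.26 for proteasome, -0.901 for pyruvate metabolism, 1.51 for Ras, 1.01 for TGF-beta, 1.68 for TNF, -1.12 for branched-chain amino acid degradation and 1.33 for Wnt. Of the 4 sets named above, the NES kept its sign and lost the threshold after ASC i.p. at 0.996 for citrate cycle, -0.885 for ECM-receptor interaction and 1.21 for PPAR. Over the 31 sets, 12, 4 and 0 kept their sign and lost the threshold after ASC i.p., ASC i.v. and ASC-derived CM, and 3, 2 and 6 gained it. The log2 fold change reversed after ASC i.p. to 0.005 for G6pc1, 0.041 for Hk2, 0.02 for Nfkb1, -0.23 for Pck1, 0.044 for Pkd1 and 0.14 for Tgfb1, after ASC i.v. to -0.14 for Anks6, -0.058 for Fbp1, 0.034 for Mki67, 0.015 for Nfkb1, -0.36 for Pck1, 0.002 for Pkd1 and 0.12 for Tgfb1, after ASC-derived CM to 0.15 for Hk2 and 0.12 for Nfkb1. The cause was not tested.

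With limma-trend on TPM, the NES reversed after ASC i.p. to -1.02 for ribosome, after ASC i.v. to -0.814 for antigen processing and presentation, after ASC-derived CM to -0.54 for antigen processing and presentation, -0.631 for chemokine signalling, -0.75 for JAK-STAT, -0.544 for NF-kappa B, -1.05 for oxidative phosphorylation, -1.14 for proteasome and -0.613 for T cell receptor. Of the same 4 sets, the NES kept its sign and no longer passed after ASC i.p. at -1.43 for ECM-receptor interaction, after ASC i.v. at 0.612 for citrate cycle, after ASC-derived CM at 1.423 for citrate cycle. Over the 31 sets, 4, 4 and 4 kept their sign and lost the threshold after ASC i.p., ASC i.v. and ASC-derived CM, and 1, 2 and 2 gained it. The log2 fold change reversed after ASC i.p. to -0.081 for Pkm, after ASC i.v. to -0.084 for Anks6 and -0.017 for Hk2, after ASC-derived CM to -0.016 for G6pc1, -0.018 for Mki67 and -0.016 for Pkd1. On the log2 TPM scale the mean of the oxidative phosphorylation set after ASC-derived CM (-0.012), of the citrate cycle set after ASC i.v. (-0.022) and of the leukocyte markers after ASC i.p. (-0.049) reversed against untreated rats. The cause was not tested.

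With genes ranked by log2 fold change, the NES reversed after ASC i.p. to 0.613 for apoptosis, 0.685 for chemokine signalling, 0.477 for NF-kappa B, -2.17 for ribosome and 0.522 for T cell receptor, after ASC i.v. to 0.567 for chemokine signalling, 0.614 for JAK-STAT, 0.64 for T cell receptor and 1.06 for Wnt, after ASC-derived CM to 0.494 for B cell receptor, 0.994 for ECM-receptor interaction, 0.944 for PI3K-Akt, -0.647 for proteasome, 0.775 for Ras, -1.103 for ribosome, 0.866 for TGF-beta and 0.783 for Wnt. Of the 4 sets, it kept its sign and no longer passed after ASC i.v. at 1.35 for citrate cycle and -1.46 for ECM-receptor interaction, after ASC-derived CM at 1.35 for citrate cycle and 1.29 for oxidative phosphorylation. Over the 31 sets, 3, 6 and 4 kept their sign and lost the threshold after ASC i.p., ASC i.v. and ASC-derived CM, and 2, 0 and 0 gained it. Unweighted, the NES of PI3K-Akt after ASC-derived CM was 0.851. By camera, PPAR signalling after ASC-derived CM had an adjusted p-value of 0.104 and no longer passed. In the fit of only the 2 groups the NES reversed to 1.04 for PI3K-Akt after ASC-derived CM and to 0.539 for NF-kappa B after ASC i.p. The log2 fold changes of Hk2 and Nfkb1 after ASC-derived CM, -0.009 and -0.001 in the main test, became 0.002 and 0.01 with DESeq2 and with RLE size factors and 0.003 and 0.011 in that fit, and Nfkb1 became 0.001 with at least 10 counts in every rat. The cause of these changes was not tested.

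Of the settings chosen after seeing the data, the animal number as covariate moved the NES after ASC i.v. to -0.951 for citrate cycle, -1.01 for ECM-receptor interaction and 1.35 for PPAR, after ASC-derived CM to 0.718 for citrate cycle, -1.16 for oxidative phosphorylation and 1.12 for PPAR. With the proximal tubule score as covariate it moved after ASC i.p. to 1.16 for PPAR, after ASC i.v. to 0.796 for citrate cycle, after ASC-derived CM to -1.423 for citrate cycle, 1.47 for ECM-receptor interaction, -1.499 for oxidative phosphorylation and -0.829 for PPAR. Of these, oxidative phosphorylation after ASC-derived CM passed in the opposite direction with the proximal tubule score. With the length trend removed, after ASC i.p. it moved to -1.24 for ECM-receptor interaction, after ASC i.v. it moved to -0.869 for ECM-receptor interaction. What lies behind a change with a covariate was not tested further.

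Leaving out each rat in turn, 12 fits for each ASC group and 10 for ASC-derived CM, the NES changed its sign in at least 1 fit in the sets that follow, and PPAR signalling, which kept its sign, lost the threshold after ASC i.v. and ASC-derived CM. After ASC i.p. it ran from -1.15 to 0.799 for apoptosis, from -1.33 to 0.835 for cell cycle, from -1.77 to 1.86 for leukocyte surface markers, from -1.102 to 0.802 for NF-kappa B and from -2.13 to 2.21 for ribosome. After ASC i.v. it ran from -0.7 to 1.59 for antigen processing and presentation, from -1.63 to 0.737 for B cell receptor, from -1.35 to 0.988 for chemokine signalling, from -0.608 to 1.96 for citrate cycle, from -1.26 to 2.34 for leukocyte surface markers, from -1.31 to 0.975 for NF-kappa B, from 1.39 to 1.98 for PPAR and from -1.46 to 0.876 for T cell receptor. After ASC-derived CM it ran from -0.592 to 2.02 for antigen processing and presentation, from -1.12 to 1.38 for B cell receptor, from -1.02 to 1.71 for chemokine signalling, from -1.06 to 2.203 for citrate cycle, from -1.61 to 1.51 for ECM-receptor interaction, from -1.97 to 1.06 for focal adhesion, from -1.14 to 1.77 for glycolysis and gluconeogenesis, from -1.12 to 1.62 for JAK-STAT, from -0.642 to 1.802 for NF-kappa B, from -2.24 to 2.54 for oxidative phosphorylation, from -1.43 to 1.32 for PI3K-Akt, from 0.854 to 2.02 for PPAR, from -1.35 to 1.76 for proteasome, from -0.939 to 1.95 for pyruvate metabolism, from -1.39 to 1.21 for Ras, from -0.919 to 2.19 for ribosome, from -0.974 to 1.85 for T cell receptor, from -1.397 to 0.965 for TGF-beta, from -1.53 to 1.31 for TNF, from -0.629 to 2.29 for branched-chain amino acid degradation and from -1.14 to 1.03 for Wnt. The ranges of most sets listed after ASC-derived CM included 0, with 4 treated rats behind them. Other sets kept their sign and lost the threshold in at least 1 of these fits. They are given with the NES nearest to 0, and were after ASC i.p. calcium signalling (-1.21), PI3K-Akt (-1.07), Ras (-1.16) and TGF-beta (-1.26), and after ASC i.v. complement and coagulation (1.05), fatty acid degradation (1.45), glycolysis and gluconeogenesis (1.38), PI3K-Akt (-1.29), pyruvate metabolism (1.32), Ras (-1.28) and TNF (-1.36), and after ASC-derived CM apoptosis (-0.863), calcium signalling (-1.0), fatty acid degradation (0.703) and leukocyte surface markers (0.726). In all, 4 of 17, 9 of 20 and 11 of 13 sets past the threshold lost it in at least 1 fit after ASC i.p., ASC i.v. and ASC-derived CM, and of the other sets 8 of 14, 8 of 11 and 14 of 18 passed it in at least 1 fit.

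Across the same fits the log2 fold change ran after ASC i.p. from -0.075 to 0.044 for Anks6, from -0.19 to 0.21 for G6pc1, from -0.21 to 0.054 for Hk2, from -0.001 to 0.55 for Pck1 and from -0.037 to 0.049 for Pkm, after ASC i.v. from -0.11 to 0.10 for Anks6, from -0.05 to 0.25 for Hk2, from -0.10 to 0.40 for Pck1 and from -0.26 to 0.008 for Tgfb1, after ASC-derived CM from -0.40 to 0.42 for G6pc1, from -0.10 to 0.13 for Hk2, from -0.094 to 0.016 for Ldha, from -0.12 to 0.22 for Mki67, from -0.07 to 0.064 for Nfkb1, from -0.042 to 0.17 for Pkd1, from -0.062 to 0.32 for Ppara and from -0.01 to 0.26 for Tgfb1. The difference of the leukocyte marker mean ran from -0.11 to 0.15 after ASC i.p. and from -0.17 to 0.25 after ASC i.v. After ASC-derived CM the difference of the set mean ran from -0.009 to 0.18 for the citrate cycle, from -0.11 to 0.11 for ECM-receptor interaction and from -0.091 to 0.13 for oxidative phosphorylation.

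Among the other enrichment scores under the alternatives that keep all rats, 55 lost and 46 gained a place past the threshold with the same direction. None of the 15 listed genes passed the threshold over all genes under an alternative. The depth ran from 12195682 to 14734772 counts per rat. Genes at a low level, such as Tnf at 1.67 CPM in untreated rats, rest on few counts per rat. In the ASC-derived CM group, 4 rats limit the exact permutation tests, whose smallest possible p-value against 6 rats is 0.0095.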

Differences from the paper's values

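The paper gives NES in its Fig. 1 and Fig. 2 for 87 combinations of a pathway and a group that were also computed here, and the values were read by eye from the bars. The pathways of the paper are those of KEGG, and the sets here are other lists of genes for the same pathways. For ASC-derived CM the paper gives 6 rats, and 4 were analysed here. A difference or an opposite sign in that group is therefore not between results from the same set of rats. What part the missing rats have in these differences was not tested. A difference was counted where the signs were opposite or the values differed by more than the jackknife standard error over rats of the value here, an error chosen after the data were seen. Where that error is wide, as after ASC-derived CM, a value with the paper's sign counts as within it even when it is far nearer to 0. Of the 87, 77 had the same sign, 45 of them past the threshold with that sign here, 10 had the opposite sign, and 23 differed. The 23 are all pathways that the paper reports as lower.

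Which of the alternatives set before the data were examined bring a value within the paper's is given with each pathway, and those that are not named did not. Here a closed gap means only the paper's sign and a difference within the jackknife standard error, so the values need not be near. That error was 2.147 after ASC i.v. and 1.968 after ASC-derived CM for antigen processing and presentation. For chemokine signalling after ASC-derived CM it was 2.9. For antigen processing and presentation the NES was 1.23 after ASC i.p. (the paper's value is about -2.2 in Fig. 2, read by eye), 0.76 after ASC i.v. (the paper's value is about -2.5 in Fig. 2, read by eye) and 1.27 after ASC-derived CM (the paper's value is about -1.6 in Fig. 2, read by eye). The gap closed after ASC i.v., with limma-trend on TPM at -0.814, and after ASC-derived CM, with limma-trend on TPM at -0.54, and under none of the alternatives after ASC i.p. For B cell receptor signalling the NES was -1.15 after ASC i.p. (the paper's value is about -2.2 in Fig. 2, read by eye). None of the alternatives closed the gap. For calcium signalling the NES was -1.56 after ASC i.v. (the paper's value is about -1.3 in Fig. 2, read by eye). Values within the paper's were reached after ASC i.v., with at least 10 counts in every rat at -1.53, with DESeq2's statistic at -1.49, with limma-trend on TPM at -1.28 and with no filter at -1.36. For cAMP signalling the NES was -1.13 after ASC-derived CM (the paper's value is about -2.1 in Fig. 2, read by eye). The difference was closed after ASC-derived CM, with an unweighted running sum at -1.88. For cell cycle the NES was -0.983 after ASC i.v. (the paper's value is about -1.9 in Fig. 2, read by eye). Within the paper's value came the NES after ASC i.v., with an unweighted running sum at -1.82. For cellular senescence the NES was -1.31 after ASC i.p. (the paper's value is about -2.0 in Fig. 2, read by eye), -1.201 after ASC i.v. (the paper's value is about -1.8 in Fig. 2, read by eye) and -0.951 after ASC-derived CM (the paper's value is about -1.8 in Fig. 2, read by eye). The gap closed after ASC i.p., with an unweighted running sum at -1.86, and after ASC i.v., with an unweighted running sum at -1.703, and after ASC-derived CM, with an unweighted running sum at -1.37. For chemokine signalling the NES was -0.867 after ASC i.p. (the paper's value is about -2.3 in Fig. 2, read by eye) and 0.85 after ASC-derived CM (the paper's value is about -2.4 in Fig. 2, read by eye). Values within the paper's were reached after ASC i.p., with an unweighted running sum at -2.601, and after ASC-derived CM, with limma-trend on TPM at -0.631.

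For complement and coagulation the NES was 1.22 after ASC i.p. (the paper's value is about -2.0 in Fig. 2, read by eye), 1.51 after ASC i.v. (the paper's value is about -1.8 in Fig. 2, read by eye) and 1.29 after ASC-derived CM (the paper's value is about -1.8 in Fig. 2, read by eye). None of the alternatives closed the gap. For ECM-receptor interaction the NES was -1.93 after ASC i.v. (the paper's value is about -2.4 in Fig. 2, read by eye). The difference was closed after ASC i.v., with an unweighted running sum at -2.53. For JAK-STAT signalling the NES was -1.07 after ASC i.p. (the paper's value is about -1.9 in Fig. 2, read by eye), -0.959 after ASC i.v. (the paper's value is about -1.7 in Fig. 2, read by eye) and 0.787 after ASC-derived CM (the paper's value is about -2.0 in Fig. 2, read by eye). Within the paper's value came the NES after ASC i.p., with an unweighted running sum at -1.703, and after ASC i.v., with an unweighted running sum at -1.24, and after ASC-derived CM, with limma-trend on TPM at -0.75. For NF-kappa B signalling the NES was 0.863 after ASC-derived CM (the paper's value is about -2.1 in Fig. 2, read by eye). By the rule the gap closed after ASC-derived CM, with limma-trend on TPM at -0.544. The jackknife standard error there was 2.341, so this value has the paper's sign but does not reproduce its size. For T cell receptor signalling the NES was -1.12 after ASC i.p. (the paper's value is about -2.1 in Fig. 2, read by eye) and 0.866 after ASC-derived CM (the paper's value is about -2.0 in Fig. 2, read by eye). Values within the paper's were reached after ASC-derived CM, with limma-trend on TPM at -0.613, and under none of the alternatives after ASC i.p. The jackknife standard errors after ASC-derived CM were wide here too, at 2.876 for T cell receptor signalling and 3.065 for JAK-STAT signalling. For TNF signalling the NES was -1.38 after ASC i.p. (the paper's value is about -2.2 in Fig. 2, read by eye). The difference was closed after ASC i.p., with at least 10 counts in every rat at -1.44, with no filter at -1.47 and with an unweighted running sum at -2.24.

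Some of the pathways that the paper reports as changed, and that did not pass here in that direction, passed under other settings. With limma-trend on TPM the sets past the threshold were, after ASC i.v. apoptosis at -1.35, and after ASC-derived CM cell cycle at -1.47. With an unweighted running sum the sets past the threshold were, after ASC i.p. B cell receptor signalling at -1.69, cellular senescence at -1.86, chemokine signalling at -2.601, JAK-STAT signalling at -1.703, NF-kappa B signalling at -1.85, ribosome at 3.63, TNF signalling at -2.24 and Wnt signalling at -2.32, and after ASC i.v. apoptosis at -1.87, B cell receptor signalling at -1.96, cell cycle at -1.82, cellular senescence at -1.703, chemokine signalling at -2.45, NF-kappa B signalling at -1.83, T cell receptor signalling at -1.64 and Wnt signalling at -1.93, and after ASC-derived CM cAMP signalling at -1.88, proteasome at 1.82, ribosome at 3.17 and TNF signalling at -2.19. By log2 fold change the sets past the threshold were, after ASC i.p. cellular senescence at -1.43. With at least 10 counts in every rat the sets past the threshold were, after ASC i.p. TNF signalling at -1.44 and Wnt signalling at -1.46, and after ASC i.v. Wnt signalling at -1.49. With no filter the sets past the threshold were, after ASC i.p. TNF signalling at -1.47. In the fits that each left out one rat, these sets passed in the paper's direction, after ASC i.p. cellular senescence in 3, ribosome in 2, T cell receptor signalling in 1, TNF signalling in 5 and Wnt signalling in 6 of 12 fits, after ASC i.v. apoptosis in 6, B cell receptor signalling in 4, cellular senescence in 2, chemokine signalling in 1, T cell receptor signalling in 1 and Wnt signalling in 2 of 12 fits and after ASC-derived CM cAMP signalling in 2, cell cycle in 1, ECM-receptor interaction in 1, PI3K-Akt signalling in 3, proteasome in 1, Ras signalling in 3, ribosome in 2 and TNF signalling in 1 of 10 fits. Antigen processing and presentation and complement and coagulation passed as lower in none of the 3 groups under any of these settings or fits.

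The paper states that pathways of the immune system were lower in the treated groups. Of the 8 immune sets tested here, 0 passed as lower after ASC i.p., 1 after ASC i.v. and 0 after ASC-derived CM. It also states that apoptosis, cellular senescence and the Wnt and JAK-STAT pathways were lower. Here apoptosis passed after ASC-derived CM and in neither ASC group, and the other 3 sets passed in none of the 3 groups. For complement and coagulation, which the paper shows as lower, the NES after ASC i.v. was 1.51 and passed as higher.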

Other observations

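Chosen only after the result was seen were the tests on transcript length, the correlations of the animal number, the red blood cell score and the proximal tubule score with the first principal component, that of the animal number with the length trend, the split by animal number and the endothelium score. The threshold of 1 in 2 sets that was used to judge a correction is arbitrary.

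Pkd1 and Pkd2, which the paper names in its introduction, were expressed in all 22 rats. Pkd1 lay between 73.6 and 139 CPM, at the 81.9th percentile of the tested genes, with log2 fold changes against untreated rats of -0.10 after ASC i.p., -0.19 after ASC i.v. and 0.07 after ASC-derived CM. Pkd2 lay between 124 and 156 CPM, at the 88.1st percentile. After ASC i.v. it was 130.9 ± 6.39 CPM (SD, n = 6) against 147.8 ± 7.56 CPM (SD, n = 6), a log2 fold change of -0.18 (standard error 0.05). Its adjusted p-value from edgeR's quasi-likelihood test was 0.464 over all genes and 0.0184 over the list of 15 named genes alone, and 1 of the 15 passed over that list. In the other groups 0 of the 15 passed over the list.

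The difference between the 2 routes of ASC was tested itself. edgeR called 0 genes, with 282 genes at an unadjusted p-value below 0.05, where evenly spread p-values would give 643. Over 100 groupings of these rats, the real one included, the median was 537. By GSEA with gene permutations 3 of the 31 sets passed. The citrate cycle was higher after ASC i.p. than after ASC i.v. (NES 1.81, adjusted p = 0.0297), and the ribosome (NES -3.15, adjusted p = 0.00281) and xenobiotics sets (NES -2.16, adjusted p = 0.00281) were lower. By camera 2 passed, and by exact permutation of the rats 0 set means passed, with a smallest unadjusted exact p of 0.271 and 0 below 0.05. The ribosome genes have the shortest transcripts of the sets tested, with a median relative length of -2.47 on the log2 scale.

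How often other groupings of the same rats give results as large was counted over 100 splits, the real one included, drawn from the 462 possible for 6 rats against 6 or the 210 for 6 against 4. As many genes at an unadjusted p-value below 0.05 came from 35 splits for ASC i.p., 8 for ASC i.v., 13 for ASC-derived CM and 79 for the 2 routes. As many gene sets past the threshold came from 42, 44, 69 and 98 splits in the same order. An NES of oxidative phosphorylation as far from 0 came from 5 splits for ASC i.p., 12 for ASC i.v. and 85 for ASC-derived CM. For the citrate cycle it was 25, 68 and 65 splits, for PPAR signalling 12, 26 and 3, and for ECM-receptor interaction 9, 11 and 74. Of these 20 counts, PPAR signalling after ASC-derived CM was the only one under 5 in 100. Numbers of sets past the threshold of GSEA with gene permutations as large as those reported thus arose in many groupings of these rats.

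The transcript length was weighed as a technical explanation. Across the 12867 genes, which are not independent replicates, the Spearman correlation of the ranking statistic with transcript length was -0.278 after ASC i.p., -0.316 after ASC i.v. and -0.074 after ASC-derived CM. For each rat, the log2 CPM of a gene less its mean over all rats was set against transcript length. The length trend of a rat is the Spearman correlation of the 2 over the genes. It averaged 0.10 ± 0.22 (SD, n = 6) in untreated rats. In the treated groups it was -0.01 ± 0.21 (SD, n = 6), -0.10 ± 0.18 (SD, n = 6) and 0.07 ± 0.22 (SD, n = 4). The differences from untreated rats had exact permutation p-values of 0.39, 0.12 and 0.84. Once the length trend was taken out of the ranking, 13 of the 17 sets still passed with the same sign after ASC i.p., 17 of 20 after ASC i.v. and 12 of 13 after ASC-derived CM. The sets that were lower lost more, with 3 of 7, 5 of 8 and 2 of 3 still past against 10 of 10, 12 of 12 and 10 of 10 of those that were higher. Length therefore does not account for most of the sets, and ECM-receptor interaction, with a median relative length of 1.18 on the log2 scale, passed in none of the groups after it.

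The length trend rose with the animal number, with a Pearson r of 0.70 over 22 rats (permutation p = 4e-04, adjusted 0.0012 over 9 correlations), a Spearman rho of 0.70 (permutation p = 0.00047) and r of 0.75 without the 2 farthest rats. Within the 16 treated rats r was 0.77 (permutation p = 0.00072). Within the 11 lowest and the 11 highest numbers r was -0.39 (permutation p = 0.24) and 0.48 (permutation p = 0.14), so the relation lies between the lower and the higher numbers, with a mean trend of -0.14 ± 0.09 and 0.16 ± 0.17 (SD, n = 11 each). The labels give no batch. The median animal number was 20 in untreated rats, 11 after ASC i.p., 9.5 after ASC i.v. and 15 after ASC-derived CM, so an order of handling and the treatment cannot be told apart fully. With the animal number as a covariate, 9 of 17 sets still passed with the same sign after ASC i.p., 7 of 20 after ASC i.v. and 3 of 13 after ASC-derived CM. Of the sets that were higher, 8 of 10, 7 of 12 and 3 of 10 still passed, and of those that were lower, 1 of 7, 0 of 8 and 0 of 3. The order in which the animals were numbered may therefore account for most of the sets after ASC i.v. and ASC-derived CM, and for most of those lower after ASC i.p. With this covariate 15, 11 and 5 sets passed in all, so it also brought sets past the threshold that had not passed with that sign. Because the numbers differ between the groups, taking them out can also remove an effect of treatment. Within the lower and the higher numbers the oxidative phosphorylation mean differed from untreated rats by 0.24 and 0.08 after ASC i.p., 0.20 and 0.06 after ASC i.v., and 0.19 and -0.12 after ASC-derived CM, and the exact permutation p-values within these strata were 0.1, 0.2 and 1. The citrate cycle differed by 0.35 and -0.02, 0.26 and -0.11, and 0.35 and -0.08, and PPAR signalling by 0.41 and -0.03, 0.38 and -0.09, and 0.36 and 0.05, with 2 untreated rats among the lower numbers and 4 among the higher.

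The first principal component of the log2 CPM values held 42.8% of the variance, of which 14.6% lay between groups. Its mean absolute deviation from the group median was 9.9 in untreated rats and 26 in treated rats (permutation p = 0.052, n = 6 and 16). It fell with the animal number (r = -0.56, permutation p = 0.0072, adjusted 0.013, rho -0.44 with permutation p = 0.041, r = -0.73 without the 2 farthest rats), and within the lower and the higher numbers r was -0.14 and -0.34 (permutation p = 0.67 and 0.3). The total count had r = 0.22 (permutation p = 0.32), rho 0.33 (permutation p = 0.13) and r = 0.42 without the 2 farthest rats. The red blood cell marker score had r = 0.05 (permutation p = 0.83), rho 0.02 and r = 0.26 without the 2 farthest rats. Neither was clearly linked with the component. The proximal tubule marker score was (r = 0.80, permutation p = 2e-05, adjusted 9e-05, rho 0.72, r = 0.76 without the 2 farthest rats), and so was the endothelium score in the other direction (r = -0.88, permutation p = 1e-05, the smallest that 100000 permutations can give). A candidate explanation is the share of proximal tubule in the kidney tissue of each rat. The design does not separate this share from an effect of treatment or of cysts on the tubules. The proximal tubule score itself differed from untreated rats by 0.35, 0.26 and 0.52 after ASC i.p., ASC i.v. and ASC-derived CM, with exact permutation p-values of 0.346, 0.461 and 0.1. With this score as a covariate, 13 of 17, 18 of 20 and 3 of 13 sets still passed with the same sign. Of the sets that were higher these were 9 of 10, 10 of 12 and 3 of 10, and of those that were lower 4 of 7, 8 of 8 and 0 of 3. After ASC-derived CM most of the sets may therefore follow the share of proximal tubule. There 18 of the 31 sets changed sign and 11 sets passed with the covariate, so it turned many scores and did not only weaken them. After the 2 ASC routes most sets still passed, although after ASC i.p. 4 lost the threshold and 7 sets that had not passed changed sign. The endothelium score, which was more strongly linked with the component, was not taken out, so the tissue composition as a whole was not tested. Because the score and the treatment can share a cause, taking it out can also remove an effect of treatment.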
